# Vitamin A retinoic acid contributes to muscle stem cell and mitochondrial function loss in old age

**DOI:** 10.1172/jci.insight.183706

**Published:** 2025-03-25

**Authors:** Paula M. Fraczek, Pamela Duran, Benjamin A. Yang, Valeria Ferre, Leanne Alawieh, Jesus A. Castor-Macias, Vivian T. Wong, Steve D. Guzman, Celeste Piotto, Klimentini Itsani, Jacqueline A. Larouche, Carlos A. Aguilar

**Keywords:** Aging, Muscle biology, Stem cells, Adult stem cells, Muscle

## Abstract

Adult stem cells decline in number and function in old age, and identifying factors that can delay or revert age-associated adult stem cell dysfunction are vital for maintaining a healthy lifespan. Here we show that vitamin A, a micronutrient that is derived from diet and metabolized into retinoic acid, acts as an antioxidant and transcriptional regulator in muscle stem cells. We first show that obstruction of dietary vitamin A in young animals drives mitochondrial and cell cycle dysfunction in muscle stem cells that mimics old age. Next, we pharmacologically targeted retinoic acid signaling in myoblasts and aged muscle stem cells ex vivo and in vivo and observed reductions in oxidative damage, enhanced mitochondrial function, and improved maintenance of quiescence through fatty acid oxidation. We next detected that the receptor for vitamin A–derived retinol, stimulated by retinoic acid 6 or Stra6, was diminished with muscle stem cell activation and in old age. To understand the relevance of Stra6 loss, we knocked down Stra6 and observed an accumulation of mitochondrial reactive oxygen species, as well as changes in mitochondrial morphology and respiration. These results demonstrate that vitamin A regulates mitochondria and metabolism in muscle stem cells and highlight a unique mechanism connecting stem cell function with vitamin intake.

## Abstract 2

Our results shows that vitamin A-derived retinoic acid regulates muscle stem cell quiescence, mitochondrial function, and neutralizes oxidative damage that accumulates in old age.

## Introduction

Skeletal muscle contains a small population of stem cells called muscle stem cells (MuSCs) or Pax7-expressing satellite cells (1). MuSCs resist entry into the cell cycle via a series of mechanisms driven by β-oxidation of fatty acids and oxidative phosphorylation (OXPHOS) resulting in low levels of reactive oxygen species (ROS) (2, 3). Impairments in MuSC ability to maintain quiescence have been demonstrated in old age, whereby a loss of OXPHOS, imbalances between mitochondrial fusion and fission, and dysregulation of mitophagy (4) result in oxidative damage and stem cell decline in number and function (5). MuSC dysfunction in old age has been shown to contribute to reductions in regeneration leading to persistent tissue damage, and structural and functional deficits (6–12). Therefore, it is critical to understand factors that promote MuSC metabolic and mitochondrial health to prevent pathological muscle remodeling in age (3).

A potential source of deleterious behavior that occurs in old-aged MuSCs (>22 months) is lower vitamin consumption (13). Vitamin A (VA), or retinol, is a diet-derived antioxidant that is metabolized into all-trans retinoic acid (RA) (14) and interacts with RA receptor–retinoid x receptor (RXR) transcription factors that bind at RA response elements. The interactive output of RA+RAR/RXRs results in transcription of genes related to development, vision, immunity, and metabolism (15, 16), and variations in RA levels have been shown to drive alterations in spatial patterning in development as well as changes in stem cell state and differentiation (17, 18). RA has also been shown to promote quiescence in hematopoietic stem cells, and to restrain human skeletal muscle progenitors from differentiation (19–22). The lack of VA and RA has also been associated with neuromuscular dysfunction (23, 24) and contributes to oxidative stress and mitochondrial dysfunction in T cells (25). However, there is little information connecting MuSC functionality with VA metabolism and in old age.

The membrane receptor STRA6 is the cellular gateway for VA entry and has been implicated in a variety of cellular functions including regulation of p53, Wnt, and mitochondrial pathways (26). STRA6 loss hinders VA homeostasis and retinoid-dependent processes (27), but there is no information on how STRA6 affects skeletal muscle, MuSCs, or changes in old age. Given the important links between mitochondria, ROS, and MuSCs, STRA6 may be critical for regulating RA and resisting oxidative stress in age.

Herein, we investigate the role of VA and RA signaling in MuSCs through a series of in vitro and in vivo experiments. We administered a VA-free diet to young animals and observed premature MuSC activation, oxidative DNA damage, and mitochondrial dysfunction akin to aging. Next, we pharmacologically upregulated RA signaling in myogenic progenitors and old-aged MuSCs ex vivo and in vivo and observed that we could enhance mitochondrial function and reduce oxidative stress. Last, we demonstrate that the VA receptor Stra6 is attenuated with activation and in old age and that *Stra6* loss perturbed mitochondrial dynamics resulting in accumulation of ROS and oxidative stress. These findings provide insights into the mechanisms driving MuSC mitochondrial health in old age with dietary-derived vitamins.

## Results

### In vivo depletion of VA drives premature activation of MuSCs.

To determine the effect of the lack of VA and concomitant RA signaling in MuSCs in vivo, we administered a VA-free diet ad libitum for 8 weeks to a MuSC lineage tracing mouse model (Pax7^CreERT2^-Rosa26^nTnG^ [Pax7-nTnG]) (28). After 8 weeks, MuSCs were isolated from the quadriceps and gastrocnemius muscles via using fluorescence activated cell sorting (FACS; Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.183706DS1) and were profiled (Figure 1A). Since previous studies have shown that RA restrains MuSCs from differentiation in vitro, we first evaluated changes in MuSC activation (20, 29, 30). Freshly isolated VA-free MuSCs displayed reductions in Pax7 (*P* < 0.01), and increased MyoD compared with controls (*P* < 0.05; Figure 1, B–D). A higher overall proportion of VA-depleted MuSCs formed myogenic colonies compared with control MuSCs (*P* < 0.05; Figure 1G), suggesting an increased propensity to enter the cell cycle. In line with these observations, we detected increases in Ki67 (*P* < 0.05) as well as increased amounts of mitochondria (MitoTracker Deep Red FM; *P* < 0.05) in MuSCs isolated from VA-free diet (Figure 1, E and F). To further examine if VA depletion promoted accumulation of ROS and oxidative stress–related damage, we stained for 8-hydroxyguanosine (8-OHdG), a form of DNA lesion induced by exposure to ROS (31). VA-free MuSCs displayed increased levels of 8-OHdG when compared with controls (*P* < 0.05; Figure 1, H and I). These results confirm that VA depletion prompted MuSCs to shift away from quiescence and toward premature activation.

### Lack of VA disrupts MuSC metabolism.

To gain further insights into changes in MuSCs from a VA-free diet, we performed RNA-Seq of FACS-isolated MuSCs from mice fed either a VA-free diet or control chow (Figure 2A). 

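RNA of nGFP-positive MuSCs from 3 mice on the VA-free diet and 2 mice on the control diet was copied into full-length cDNA with a SMART-Seq kit for low input and made into Nextera XT libraries, in which a transposase fragments the cDNA. The authors had split the RNA of each mouse into technical replicates A and B at the spin column, and 8 libraries were sequenced, namely VA-free 1B, 2A, 3A and 3B and control 1A, 1B, 2A and 2B. The authors estimated the count of each of 118489 GRCm38 transcripts with Kallisto and deposited these estimated counts and TPM for each library, without normalization between libraries. The estimated counts summed to 88650428 in VA-free 1B, 55755242 in VA-free 2A, 45021285 in VA-free 3A and 49834156 in VA-free 3B. They summed to 51556274 in control 1A, 44831232 in control 1B, 53025084 in control 2A and 53029345 in control 2B. The counts of 116816 transcripts were added per gene through the Ensembl 96 gene annotation, which left out 0.647% to 0.756% of the counts of a library. Libraries of one mouse were then added, since they share an animal, and rounded to whole numbers. The 5 mice were compared with edgeR's quasi-likelihood test after TMM normalization over the 17997 genes that passed its expression filter, with Benjamini-Hochberg adjustment, and levels are given as TMM-normalized CPM. Log2 fold changes are VA-free over control, and their standard errors were derived from the F statistic. No pair of libraries differed as little as counting noise allows, so each was kept as a separate library. With 2 control mice, the spread within that diet rests on a single difference between animals.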

We observed excellent reproducibility between libraries (*r* ≥ 0.93) from different conditions (Supplemental Figure 1B), and principal component analysis revealed clustering of replicates and distinction between MuSCs from a control and VA-free diet (Supplemental Figure 1C). 

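Across the 17997 expressed genes, the Spearman correlation of log2(CPM + 1) was between 0.8774 and 0.9896 over the 28 pairs of libraries. Between libraries of different mice it ranged from 0.9842 to 0.9869 on the VA-free diet and from 0.9278 to 0.9779 on the control diet, and between the diets from 0.8774 to 0.9505. The lowest value moved most when only genes with a mean of at least 10 CPM were kept, to 0.617. The technical replicates of 1 mouse correlated at 0.9896 for VA-free 3, at 0.9755 for control 1 and at 0.9365 for control 2. The root mean square difference of log2(CPM + 1) between technical replicates was 0.23 for VA-free 3, 0.457 for control 1 and 0.89 for control 2, whereas different mice on the control diet differed by 0.455 to 0.929 and different mice on the VA-free diet by 0.298 to 0.326. Control libraries 2A and 2B, which came from 1 animal, were thus as far apart as libraries of different control mice. In a principal component analysis of the 500 most variable genes, the first component held 66.68% of the variance and the second 12.69%. The VA-free libraries scored between 37.28 and 50.12 on the first component and the control libraries between -54.39 and -37.01, a gap larger than the spread within either diet. On the second component, control 2A scored 45.59 and the other control libraries between -28.27 and -6.28.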

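In the comparison of the 5 mice, 7459 of 17997 genes had an adjusted p-value under 0.05, of which 3403 were higher and 4056 lower on the VA-free diet. Among them, 1499 genes had a log2 fold change above 1 and 2570 below -1, and without control library 2A 924 were above 1. The count moved most when control library 2B was left out, to 4476 genes. The mice of the diets did not overlap for 63.3% of the genes, where chance gives 20% for 3 mice against 2. Adh1, an alcohol dehydrogenase that oxidizes retinol (chromosome 3 of GRCm38, 138260991 to 138290698), was at 115 ± 19.4 CPM (SD, n = 3 mice) on the VA-free diet and 283 ± 62.3 CPM (SD, n = 2) on the control diet, a log2 fold change of -1.30 (standard error 0.19, adjusted p = 0.00216 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 515 CPM in control 2A and 182 CPM in control 2B, which are technical replicates of 1 mouse. Aldh1a3, a retinaldehyde dehydrogenase (chromosome 7, 66390890 to 66427517), was at 0.466 ± 0.09 CPM (SD, n = 3) and 7.52 ± 2.84 CPM (SD, n = 2), a log2 fold change of -4.00 (standard error 0.36, adjusted p = 0.000418 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Crabp1, which encodes a cellular RA binding protein (chromosome 9, 54764748 to 54773110), had between 2 and 8 counts per VA-free library and between 36 and 64 per control library, a log2 fold change of -3.59 (standard error 0.64, adjusted p = 0.00455 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rdh12, a retinol dehydrogenase (chromosome 12, 79208914 to 79222665), was at 1.36 ± 0.146 CPM (SD, n = 3) and 2.81 ± 1.23 CPM (SD, n = 2), and its log2 fold change of -1.04 (standard error 0.38) did not pass the threshold (adjusted p = 0.0673 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and its libraries overlapped between the diets. It passed under 5 of 26 alternatives, DESeq2 on the 8 libraries as separate samples and the fit without VA-free library 3B (log2 fold change -1.27) among them, with adjusted p-values between 0.0115 and 0.184. The log2 fold change of Rdh12 was -0.51 without control mouse 1. Of 40 tested genes of an RA pathway list, 17 passed the threshold over all genes and 18 when adjusted over the list alone, 11 of the 17 lower and 6 higher. The median log2 fold change of the list was -0.19, which limma's camera did not separate from the other genes (adjusted p = 0.235) and fry did (adjusted p = 0.00215). With TPM in place of counts the median of the list was 0.08 (pseudocount 1) or 0.23 (pseudocount 0.1), where that of all genes was 0.192 or 0.354. With counts the median of the list was -0.37 without control library 2B and -0.12 without control library 1A. The 5 largest falls among genes with a mean of at least 10 CPM were those of Gkn3, Tnmd, Ackr1, Cytl1 and Rgs5, with log2 fold changes from -7.30 to -6.11, and Col5a3, Flnc, Mylk2 and Mrc2 were among the largest rises, with log2 fold changes from 2.99 to 3.48. The log2 fold change of Ackr1, which had 41, 132, 0 and 4 counts in VA-free 1B, 2A, 3A and 3B, moved from -6.85 to -8.66 without VA-free mouse 2, to -6.21 without VA-free mouse 3 and to -6.24 without control mouse 1. That of Gkn3 moved to -7.89 without VA-free mouse 3 and to -6.63 without control mouse 1, and without control library 2B Mylk2 was at 3.73 and Mrc2 at 3.62. Marker transcripts of endothelial cells, Schwann cells and tenocytes, such as Tnmd, were lower on the VA-free diet in these libraries, and the log2 fold change rose with gene length.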

Differential expression analysis revealed 4,149 genes underwent a change due to VA-free diet (Figure 2B and Supplemental Table 1), and multiple components of the RA signaling pathway were attenuated such as dehydrogenases that oxidize retinol into RA (e.g., *Adh1*, *Aldh1a3*) and cellular RA binding proteins (e.g., *Crabp1*) that carry RA into the nucleus (Figure 2C). Additionally, the surface receptor that mediates cellular uptake of retinol (stimulated by RA gene 6 or *Stra6*) decreased in expression with VA-free diet (Figure 2C). 

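Stra6 (chromosome 9 of GRCm38, 58063788 to 58153996) had 10 counts in VA-free 1B, 0 in VA-free 2A, 7 in VA-free 3A and 17 in VA-free 3B. The control libraries had 72 counts in 1A, 267 in 1B, 48 in 2A and 258 in 2B, so that technical replicates of 1 control mouse differed by more than their counting error. Per mouse, the level was 0.122 ± 0.128 CPM (SD, n = 3) on the VA-free diet and 3.31 ± 0.573 CPM (SD, n = 2) on the control diet, a log2 fold change of -4.67 (standard error 0.94, adjusted p = 0.00747 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each VA-free mouse left out in turn, the log2 fold change stayed between -5.72 (without VA-free mouse 3) and -4.17, and it was -4.08 without control library 1B. Without control library 2B the log2 fold change of Stra6 was -4.22 and its adjusted p 0.0611 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 1 library per mouse, the first letter, the adjusted p was 0.0565 from the same test. Over 25 alternatives the adjusted p ranged from 1.25e-07, from DESeq2 on the 5 mice, to 0.0611. Marker lists of endothelial cells, Schwann cells and tenocytes also fell, with median log2 fold changes of -3.60, -4.08 and -4.01. RNA of other cells in the control libraries therefore cannot be told apart from a change of Stra6 in MuSCs.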

We also detected several senescence-related genes in VA-free diet MuSCs including cytokines *Il-6*, *Il-15*, and *Ccl4* (Supplemental Table 2). 

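The 3 cytokine transcripts were lower on the VA-free diet than on the control diet. Il6 (chromosome 5 of GRCm38, 30013114 to 30019981) was at 16.8 ± 6.3 CPM (SD, n = 3 mice) on the VA-free diet and 94.9 ± 41.8 CPM (SD, n = 2) on the control diet, a log2 fold change of -2.51 (standard error 0.36, adjusted p = 0.002 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il15 (chromosome 8, 82331632 to 82403222) was at 1.03 ± 0.0809 CPM (SD, n = 3) and 5.9 ± 0.362 CPM (SD, n = 2), a log2 fold change of -2.52 (standard error 0.27, adjusted p = 0.000655 from the same test, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 8.71 CPM in control 1A and 2.79 CPM in control 1B, which are technical replicates of 1 mouse. Ccl4 (chromosome 11, 83662584 to 83664683) had between 5 and 24 counts per VA-free library and between 122 and 194 per control library, a log2 fold change of -3.82 (standard error 0.41, adjusted p = 0.00069 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 were lower in each VA-free library than in each control library. Of 14 macrophage marker transcripts 7 were lower past the threshold, a fall of the list that camera called (adjusted p = 0.0127, limma) and fry did not (adjusted p = 0.169, limma), and its mean level in VA-free 2A lay within the range of the control libraries. Of the 34 tested genes of a senescence list, 16 were lower and 4 higher past the threshold over all genes, and 23 passed when adjusted over the list alone. The median log2 fold change of this list was -1.12 (limma's camera, adjusted p = 0.00314 over the 13 lists tested), and -0.72 once the trend with gene length was removed (adjusted p = 0.0281 from camera).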

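Lists of genes written by hand were compared with the differentially expressed genes. Among the 1499 genes with an adjusted p-value under 0.05 and a log2 fold change above 1, 7 of 53 macroautophagy genes were found where 4.41 were expected (Fisher's exact test, one-sided, p = 0.149, adjusted p = 0.646 over the 13 lists). For myogenic activation and differentiation, 6 of 27 genes were found where 2.25 were expected (Fisher's exact test, one-sided, p = 0.0214, adjusted p = 0.139), and against random lists matched on gene length the permutation p was 0.0057 (adjusted p = 0.037). Macroautophagy and myogenic genes went both ways. Of the most abundant macroautophagy genes, Sqstm1 had a log2 fold change of 0.65 (standard error 0.16, adjusted p = 0.0174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Map1lc3b had one of -0.97 (standard error 0.14, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Vcp and Lamp2 did not pass the threshold. The call of Sqstm1 was lost under 4 of 26 alternatives, without control library 2B (0.74) and without VA-free mouse 3 (0.51) among them, which are log2 fold changes of Sqstm1. Lamp2 passed under 6 alternatives, among them the fit without control library 2A (0.45), Vcp under 2, Acta1 under 10, among them the fits without VA-free mouse 1 (-0.54) and without control library 2A (-0.43), and Myog under 3 and Actc1 under 1, both without VA-free mouse 2 (0.68 and 0.67). The log2 fold change of Vcp changed sign with the length trend removed and that of Acta1 was 0.00 with TPM. Des, the most abundant myogenic gene, had a log2 fold change of 1.19 (standard error 0.17, adjusted p = 0.00178 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while Myog, Acta1 and Actc1 did not pass it. The call of Des was lost under 3 of 26 alternatives, and its log2 fold change was 0.78 without control library 2A. Without control library 2B the log2 fold change of Des was 1.75 (adjusted p = 0.122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This was the highest adjusted p of a range that begins at 6.95e-10 over the alternatives, which include other tools. The median log2 fold change was 0.13 for macroautophagy and -0.10 for the myogenic list, and limma's camera called neither (adjusted p = 0.563 and adjusted p = 0.826). With TPM in place of counts the median of the myogenic list was 0.29, and without VA-free mouse 2 it was 0.06. The median of macroautophagy was 0.04 without control mouse 2 and 0.19 without control mouse 1. With TPM it was 0.52 (pseudocount 1) or 0.53 (pseudocount 0.1), where the median of all genes was 0.192 or 0.354. The macroautophagy list was not called with TPM either (limma's camera, adjusted p = 0.154 and adjusted p = 0.196).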

GO term enrichment analysis of differentially expressed genes showed overrepresentation of autophagy, MuSC activation, and differentiation for VA-free diet MuSCs. In contrast, underrepresented terms in VA-free diet MuSCs included cell cycle and ROS regulation and multiple types of mitochondrial processes including mitochondrial membrane organization, OXPHOS, and mitochondrial ROS mitigation (Figure 2, D and E, and Supplemental Figure 1D).

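None of the 76 nuclear OXPHOS genes was among the 1499 genes with an adjusted p-value under 0.05 and a log2 fold change above 1, where 6.33 were expected (Fisher's exact test, one-sided, p = 0.00133, adjusted p = 0.0173 over the 13 lists). Against random lists matched on gene length, 1.51 were expected and the permutation p was 0.217. No respiratory chain assembly gene of 39 and no mitochondrial membrane organization gene of 38 was among them (Fisher's exact test, one-sided, adjusted p = 0.159 for each), nor were more than 1 of 33 ROS detoxification genes (adjusted p = 0.421 from Fisher's exact test) and 1 of 45 cell cycle genes (adjusted p = 0.329 from Fisher's exact test). Among the 2570 genes with a log2 fold change below -1, 52 nuclear OXPHOS genes were found where 10.9 were expected, and all 13 mitochondrially encoded OXPHOS genes. The median log2 fold change of the nuclear OXPHOS genes was -1.28, with 73 of 76 below 0 (limma's camera, adjusted p = 1.04e-18), and -0.60 once the trend of each mouse with gene length was removed (camera, adjusted p = 2.49e-09). The mitochondrially encoded genes had a median of -2.56 (limma's camera, adjusted p = 1.84e-08), and mt-Co1 was at 1440 ± 264 CPM (SD, n = 3 mice) on the VA-free diet and 8530 ± 1540 CPM (SD, n = 2) on the control diet. Not every OXPHOS gene fell, and 1 of 76 was higher past the threshold. This gene, Atp5a1, was at 394 ± 25.3 CPM (SD, n = 3) and 309 ± 2.82 CPM (SD, n = 2), a log2 fold change of 0.35 (standard error 0.11, adjusted p = 0.0465 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost under 18 of 26 alternatives, among them each fit that left out a VA-free mouse or 1 library apart from control library 1B, with log2 fold changes from 0.20 without control library 2A to 0.46 without control library 2B. Atp5b was at 1610 ± 45.2 CPM (SD, n = 3) and 1350 ± 106 CPM (SD, n = 2), a log2 fold change of 0.25 (standard error 0.12, adjusted p = 0.135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that passed under 2 of 26 alternatives, both with TPM, and was 0.03 without control library 2A and 0.47 without control library 2B. Mitochondrial membrane organization genes had a median of -0.44 (limma's camera, adjusted p = 0.00314) and ROS detoxification genes one of -0.48 (camera, adjusted p = 0.00432), and with the length trend removed neither passed (camera, adjusted p = 0.409 for each). Cell cycle genes had a median of -0.18 (limma's camera, adjusted p = 0.448), which was 0.2 without control mouse 2, -0.54 without control mouse 1 and 0.23 with TPM in place of counts. With TPM (pseudocount 1) the median of all genes was 0.192. fry also called the OXPHOS, assembly, membrane organization and ROS lists, and camera with an estimated correlation between genes called none of the 13 lists. Myofiber marker transcripts were lower too, with a median of -1.14 (limma's camera, adjusted p = 0.00226).

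**Figure D1:**
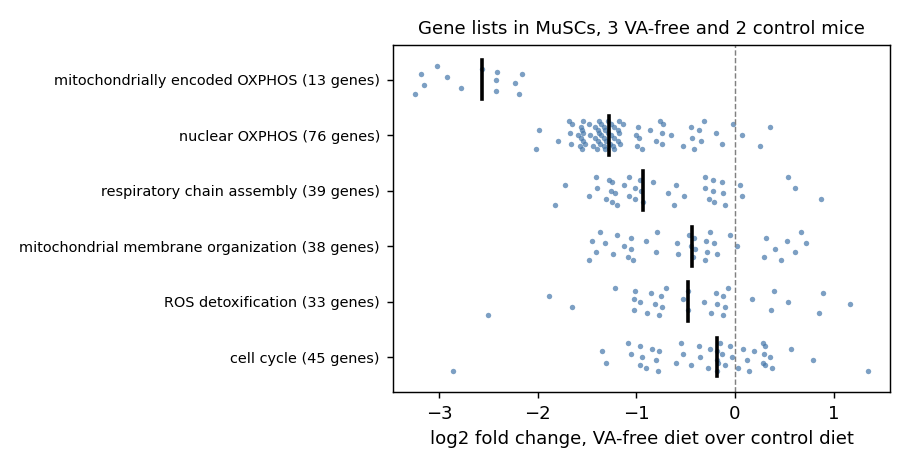
Log2 fold changes (VA-free diet over control diet, horizontal axis) of the genes of 6 lists, with 1 point per gene and a black bar at the median of each list. The medians lie between -2.56 for the mitochondrially encoded OXPHOS genes and -0.18 for the cell cycle genes, and apart from the mitochondrially encoded genes each list has points on both sides of 0.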

To further probe how diet-induced changes in gene expression affected metabolic flux, we applied genome-scale metabolic modeling to our RNA-Seq data (32). 

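The fluxes themselves were not recomputed, and the transcripts of the enzymes are given here. Ldha was at 884 ± 36 CPM (SD, n = 3 mice) on the VA-free diet and 761 ± 72.2 CPM (SD, n = 2) on the control diet, a log2 fold change of 0.22 that was not past the threshold (standard error 0.12, adjusted p = 0.202 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ldhb was lower, at 54.7 ± 8.75 CPM (SD, n = 3) and 140 ± 15.2 CPM (SD, n = 2), a log2 fold change of -1.36 (standard error 0.16, adjusted p = 0.000843 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ldha passed the threshold under 3 of 26 alternatives, the length trend removed and both TPM settings, and its log2 fold change was 0.07 without control library 2A. Ldhd, at 1.6 CPM and 1.42 CPM, did not pass under any of them, and its log2 fold change of 0.16 changed sign without VA-free mouse 2 (-0.07), VA-free library 3A (-0.06) or control library 1B, and was 0.40 without control library 1A. Among retinol dehydrogenases, Rdh13 was higher, with a log2 fold change of 0.69 (standard error 0.15, adjusted p = 0.0104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Rdh14 and Dhrs3 were lower, with log2 fold changes of -0.55 and -0.90. Of 26 alternatives, the call was lost under 4 for Rdh13, under 10 for Rdh14 and under 1 for Dhrs3, and leaving out control library 1A was enough to lose it for Rdh13 (log2 fold change 0.53). Dhrs3 was at -0.58 without control library 2A. The call of Rdh14 was lost without VA-free mouse 1 (-0.56) or 3 (-0.51), or without control library 1A (-0.50), 2A (-0.38) or 2B (-0.80). Rdh5, Rdh10 and Rdh11 had log2 fold changes of 0.00, 0.07 and -0.16, none of them past the threshold, and each changed sign under at least 1 alternative, such as leaving out control library 2A for Rdh5 (-0.12) and Rdh10 (-0.07) and TPM for Rdh11. With TPM both Rdh5 and Rdh10 passed upward, Rdh5 also with the length trend removed. The median log2 fold change of all genes with TPM was 0.192 (pseudocount 1) or 0.354 (pseudocount 0.1).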

The metabolic model predicted VA-free diet–increased flux through L-lactate dehydrogenases and retinol dehydrogenases that contribute to NAD^+^/NADH balance and nucleotide synthesis as well as sense changes in available lipids and steroids (Figure 2F and Supplemental Figure 1E). 

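Of the 11 pentose phosphate pathway genes tested, 2 were higher and 4 lower on the VA-free diet past the threshold, and the median log2 fold change was -0.16 (limma's camera, adjusted p = 0.939), or 0.18 with TPM in place of counts, -0.01 without control library 1A and -0.25 without control library 1B. With TPM (pseudocount 1) the median of all genes was 0.192. H6pd was at 146 ± 24.7 CPM (SD, n = 3 mice) on the VA-free diet and 34.3 ± 6.03 CPM (SD, n = 2) on the control diet, a log2 fold change of 2.09 (standard error 0.2, adjusted p = 0.000452 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 7.1 CPM in control 2A and 52.5 CPM in control 2B, which are technical replicates of 1 mouse. The log2 fold change of H6pd was 1.68 without control library 2A, 2.66 without control library 2B and 1.50 once the length trend was removed. G6pdx, which encodes the first enzyme of the pathway, had a log2 fold change of 0.37 (standard error 0.15, adjusted p = 0.0934 from the same test), which passed under 3 of 26 alternatives and was 0.14 without control library 2A and 0.61 without control library 2B, and Taldo1 had one of -0.78 (standard error 0.11, adjusted p = 0.00183 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the NADPH oxidase genes, Cyba was at 19 ± 2.24 CPM (SD, n = 3) and 83.7 ± 0.78 CPM (SD, n = 2), a log2 fold change of -2.14 (standard error 0.13, adjusted p = 0.000226 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Rac1 had one of -0.12 that did not pass the threshold and was 0.02 without control mouse 1 and -0.25 without control mouse 2. The call of Taldo1 was lost once the length trend was removed, with a log2 fold change of -0.31.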

The model also predicted increased flux through the pentose phosphate pathway (Figure 2F), which is consistent with activation of nicotinamide adenine dinucleotide phosphate (NADPH) oxidase family and changes in redox signaling that promotes MuSC activation (33, 34). In contrast, MuSCs from control diet were enriched for pyruvate kinase, which has been shown to block ROS in myogenic progenitors (35). Together, these results suggest that depleting VA promotes changes in MuSC metabolism that reduce maintenance of quiescence and signaling through mitochondria to neutralize oxidative stress.

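Pkm was at 1310 ± 115 CPM (SD, n = 3 mice) on the VA-free diet and 1180 ± 0.513 CPM (SD, n = 2) on the control diet, a log2 fold change of 0.15 that was not past the threshold (standard error 0.13, adjusted p = 0.383 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mitochondrial pyruvate carrier transcripts were higher on the control diet. Mpc1 was at 76.3 ± 12.2 CPM (SD, n = 3) and 214 ± 62 CPM (SD, n = 2), a log2 fold change of -1.49 (standard error 0.21, adjusted p = 0.00174 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Mpc2 was at 39.1 ± 3.07 CPM (SD, n = 3) and 78 ± 7.81 CPM (SD, n = 2). Pkm passed the threshold under 2 of 26 alternatives, both with TPM in place of counts, with a log2 fold change of 0.63. The median of all genes with TPM was 0.192 (pseudocount 1) or 0.354 (pseudocount 0.1). The call of Mpc2 was lost once the length trend was removed, with a log2 fold change of -0.40. Control library 2A had the highest level of Mpc1.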

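A list of MuSC quiescence genes was higher on the VA-free diet. Of its 23 genes, 17 had a log2 fold change above 0 and 16 passed the threshold upward, with a median of 1.10 (limma's camera, adjusted p = 0.000102), and of 0.51 once the trend with gene length was removed (camera, adjusted p = 0.000432). Among the 1499 genes with a log2 fold change above 1 were 13 of the 23, where 1.92 were expected (Fisher's exact test, one-sided, adjusted p = 5.93e-08). Marker genes of MuSCs in general were higher as well, with a median of 1.24, and 9 of the 23 are among them. The other 14 had a median of 0.68, with 7 higher and 2 lower past the threshold. From its results together, the paper proposes that without VA the metabolism of MuSCs changes so that quiescence is less well kept and mitochondria neutralize less oxidative stress.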

### Loss of dietary VA does not alter MuSC-mediated regeneration.

To investigate whether dietary depletion of VA reduced the regenerative potential of MuSCs, we administered a muscle injury via intramuscular injection with barium chloride (BaCl_2_). Dissection and IHC of tibialis anterior (TA) cross sections before injury revealed no statistically significant variations in cross-sectional myofiber area between control or VA-free diet (Supplemental Figure 2, A and B). We also did not detect a significant change in the number of monocytes and macrophages (CD68^+^) or neutrophils (Ly6G^+^), nor did we detect one in the total number of MuSCs for VA-free diet when compared with controls (Supplemental Figure 2, C–E). Seven days after injury, we detected no significant change in myofiber size and number of regenerating myofibers measured by centrally located nuclei (Supplemental Figure 2B). However, increases in both CD68^+^ and Ly6G^+^ cells were observed after injury for VA-free diet, which is consistent with the known role of VA as an antiinflammatory micronutrient (36).

To understand if MuSC changes in regenerative potential from VA-free diet occurs over a longer time scale, we assessed response to BaCl_2_ injury at 28 days after injury (Supplemental Figure 3A). In line with previous observations, no significant differences were identified in the cross-sectional area (CSA) of all myofibers (Supplemental Figure 3B) or in the number or percentage of myofibers with MuSC-derived engraftment between control and VA-free diet (Supplemental Figure 3, C and D) or centrally nucleated fibers (Supplemental Figure 3E). Neither did we detect differences in the cell density of CD68^+^ macrophages (Supplemental Figure 3F) nor MuSCs for VA-free diet when compared with controls (Supplemental Figure 3G). Overall, these results suggest that the lack of VA does not significantly affect acute response to regeneration from MuSCs.

### Targeting RA signaling alters mitochondrial function and morphology of MuSCs.

We have previously demonstrated that MuSCs lose RAR and RXR gene expression in old age (37), and dietary loss of this exogenous antioxidant in young animals impinged on MuSC mitochondria. To further understand how targeting RAR/RXRs promotes mitochondrial health in myogenic cells, we delivered a cocktail of small molecule agonists specific to RARγ (BMS961) and RXRα (CD3254), as well as the ligand (ATRA) to C2C12 myoblasts (Figure 3A). We previously observed that *Rarg* and *Rxra* are among the most significantly downregulated RA-responsive genes in aged MuSCs, when compared with young cells (37), and *Rarg* has been shown to be essential in the regulation of most genes involved in retinol metabolism and RA signaling, including *Stra6* (38). We administered the small molecule cocktail to C2C12s and detected increased expression of the RA-responsive genes *Rarg* and *Rarb* as well as *Stra6* for cells treated with the small molecule cocktail (Supplemental Figure 4, A–C). We also detected that the orphan receptor peroxisome proliferator activated receptor γ (*Pparg*) increased in expression, as well as the NADH:ubiquinone oxidoreductase subunit A2 (*Ndufa2*), a critical catalytic component of mitochondrial respiratory chain and OXPHOS system (Supplemental Figure 4, D and E). To further validate the delivery of the small molecule cocktail affected mitochondrial function, we performed a Seahorse XF Mito Stress Test assay (Figure 3B) and observed increases in basal respiration and ATP production as well as reductions in proton leak for treated C2C12 cells (Figure 3C and Supplemental Figure 4, F–I). Treatment also increased coupling efficiency (rate of ATP production/rate of basal respiration) and oxygen consumption rate/extracellular acidification rate (OCR/ECAR), indicating increased ATP production through OXPHOS (Figure 3D). Notably, we found that improvements in activation restraint, mitochondria, and oxidative damage appeared strongest when ATRA and CD3254/BMS961 were combined rather than when they were analyzed individually (Supplemental Figure 4, J–L). These results show that increasing RA signaling in myogenic cells can promote mitochondrial function through oxidative metabolism. To further understand how MuSC changes in mitochondria and maintenance of quiescence that are enacted with treatment, we utilized a MuSC reporter mouse that harbors an enhanced green fluorescent protein (EGFP) in the outer mitochondrial membrane (OMM) of Pax7-expressing cells (Pax7^CreERT2^-Rosa26^CAG–LSL–EGFP–3xHA–OMM^ [Pax7-MitoTAG]; Figure 3E) (39). We isolated MuSCs from young muscles (4 months) and treated cells with or without the small molecule cocktail as above. Immunostaining the cells and analysis by 3D volume reconstruction showed reductions in Feret diameter (Figure 3F), which is consistent with previous observations that activated MuSCs contain larger-sized mitochondria (4). We further confirmed treatment with the small molecule cocktail reduced activation in Pax7-MitoTAG MuSCs by measuring EdU incorporation, and we detected reductions in EdU uptake for treated cells (Figure 3G and Supplemental Figure 4M). Combined with the results above, these findings show that increases in RA signaling reduce activation through mitochondria. 

### Repletion of RA signaling reduces oxidative stress and promotes metabolism supportive of quiescence in MuSCs.

To determine if rescue of RA signaling in old-aged MuSCs improved cellular state and mitochondrial health, we isolated MuSCs from uninjured old-aged limb muscles (24 months) and treated old-aged MuSCs ex vivo with the same small molecule cocktail. We measured mitochondrial ROS levels by MitoTracker Orange CM-H_2_TMRos (40) and overall mitochondrial density (MitoTracker Deep Red FM). We detected reductions in mitochondrial ROS and total mitochondrial density for treated cells when compared with controls (Figure 4, A–C). To determine if treatment reduced oxidative DNA lesions, we stained for 8-OHdG and found reductions in treated MuSCs (Figure 4D). As above, the combined action of ATRA and CD3254/BMS961 rather than individual treatment resulted in the strongest increases in STRA6 and reductions in MyoD, mitochondrial ROS, and mitochondrial density (Supplemental Figure 4, N–Q). These results show that the pathological degeneration of MuSCs in old age, which is linked to dysfunctional mitochondria and oxidative damage, can be partially alleviated by targeting RA signaling (41).

To further determine how targeting RA signaling affected old-aged MuSCs in vivo, we intramuscularly injected the same small molecule cocktail every other day for 7 days to old-aged TA muscles (Figure 4E). We then performed single-cell RNA-Seq (scRNA-Seq) of mononucleated cells after therapy and generated 13,859 single cells after filtering (6,906 from aged treated and 6,953 from aged control cells) with an average of 2,113 genes and 5,841 unique molecular identifiers per cell (Supplemental Figure 5A). We reduced the dimensionality of the datasets using Uniform Manifold Approximation and Projection (UMAP) and performed Louvain clustering followed by annotation of cell types using marker genes (Figure 4F and Supplemental Figure 5B). This analysis revealed 12 cell types and similar recovery of cell types with previously published single-cell atlases from muscle (Supplemental Figure 5B) (28, 42). We detected consensus among cell types across samples (Supplemental Figure 5C) and increased fractions of neutrophils and tenocytes for controls compared with treated muscles (Supplemental Figure 5D). To glean insights into molecular responses of MuSCs with treatment, we reclustered MuSCs and found upregulated genes from treatment included *Pax7* and inhibitor of differentiation 1 and 3 (*Id1*, *Id3*), which are negative regulators of MyoD (43, 44) (Figure 4G and Supplemental Figure 5, E and F). We also detected increased expression of sirtuin 2 (*Sirt2*), a fatty-acid oxidation sensitive enzyme that regulates NAD^+^ availability, for treated MuSCs when compared with controls (Figure 4H) (45, 46). Conversely, upregulated genes in untreated cells included metallothioneins 1 and 2 (*Mt1*, *Mt2*), markers of oxidative stress, and *Rock2*, a negative regulator of mitophagy (47, 48). GO term enrichment analysis showed that treatment reduced apoptotic pathways, cell cycle entry, and TOR signaling (Supplemental Figure 5G). To gain deeper insights into alterations in metabolic flux from treatment, we utilized Compass, an algorithm to determine changes in metabolism from scRNA-Seq datasets (49). Consistent with our previous measurements, we detected increases in fatty acid oxidation and β-oxidation of long-chain fatty acids, as well as NAD metabolism in treated MuSCs when compared with untreated MuSCs (Figure 4I and Supplemental Figure 5H). Combining these results further suggests that targeting RA signaling augments metabolic health and reduces oxidative stress in MuSCs.

### MuSC intake of VA is mediated by Stra6, which decreases with activation and age.

The membrane receptor STRA6 is the cellular gateway for retinol entry, and our data show MuSCs lose *Stra6* gene expression after VA-free diet (Figure 2C). We first investigated whether *Stra6* expression changes using qPCR after 3 conditions: (a) freshly FACS-isolated MuSCs (quiescent) from uninjured limb muscles, (b) in vitro culture in activating conditions for 3 days (myoblast), and (c) 3 days after differentiation and fusion into myotubes (differentiated). In line with our previous observations, we detected that *Stra6* expression was highest for freshly isolated MuSCs, reduced in activated myoblasts, and lowest in differentiated myotubes (Figure 5, A and B). These results suggest that VA intake through STRA6 may participate in MuSC maintenance of quiescence. Given old-aged MuSCs have been demonstrated to lose quiescence and display premature activation, we quantified protein levels of STRA6 on freshly isolated young (3–4 months) and old-aged (22 months) MuSCs from young and aged mouse hind limb muscles. We found decreases in STRA6 levels in aged MuSCs, in accordance with our previous RNA findings where we previously observed a loss in *Stra6* gene expression from uninjured old-aged MuSCs (37) (Figure 5, C and D). Since STRA6 expression is enhanced by the binding of the RARγ/RXRα heterodimer to its promoter (50), we treated old-aged MuSCs as above, and confirmed increased Stra6 (Figure 5, E and F), which also coincided with reductions in MyoD (Figure 5, G and H). These results suggest that an attenuation of STRA6-mediated VA transport and RA signaling occurs during MuSC activation.

### Stra6 loss alters mitochondrial state, morphology, and function.

To further assess the influence of STRA6 on mitochondrial processes that assist with maintenance of quiescence, we knocked down *Stra6* using siRNAs in C2C12 myoblasts and confirmed knockdown levels with qPCR (Supplemental Figure 6A). To gain insights whether STRA6 loss disrupts mitochondrial dynamics, we utilized multiple live-cell mitochondrial dyes following *Stra6* knockdown including MitoTracker Orange CM-H_2_TMRos and JC-1, a mitochondrial membrane potential probe (51). We detected an increase in mitochondrial ROS (Figure 6C) and a decrease in mitochondrial membrane polarization (Figure 6, A–C) in *Stra6* knockdown cells compared with controls. We also observed that *Stra6* knockdown increased proliferation (Ki67; Figure 6D), as well as lipid peroxidation detected by BODIPY 581/591 C11, a lipid peroxidation sensor (Supplemental Figure 6, B and C) (52). Lastly, we found that knockdown of *Stra6* triggered an upregulation of p53, which is known to increase in scenarios of increased oxidative stress (Supplemental Figure 6D) (53).

To further determine how *Stra6* knockdown affected mitochondrial function, we utilized the Seahorse XF Mito Stress Test assay. *Stra6* knockdown resulted in increased OCR, ECAR, basal respiration, and ATP production, likely due to the increased bioenergetic demands of their heightened proliferative state (Figure 6, E–I). Notably, we also observed increased proton leak in *Stra6-*knockdown cells (Figure 6H), which has been similarly observed in aged mitochondria (54–56). *Stra6*-knockdown cells also exhibited a lower OCR/ECAR ratio indicative of a shift toward glycolysis (Figure 6I), which has also been observed in proliferative and aged myoblasts (4, 57, 58).

## Discussion

The pathological degeneration of MuSCs in old age is intrinsically linked to defects in mitochondria. We detected old-aged MuSCs lose VA, a powerful, exogenous antioxidant that is metabolized into RA. To directly examine the functional effects of reduced VA-derived RA signaling on MuSCs, we administered a VA-free diet to young animals. We found a VA-deficient diet induced premature MuSC activation and increases in redox-dependent metabolism and mitochondrial ROS. VA-free diet also was characterized by a loss of fatty acid oxidation and OXPHOS, resulting in loss of ability to maintain quiescence. 

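In the RNA-Seq of MuSCs, the 26 fatty acid oxidation genes had a median log2 fold change of -0.06 on the VA-free diet (limma's camera, adjusted p = 0.786), with 6 lower and 3 higher past the threshold. The median was 0.42 with TPM in place of counts, 0.05 with average transcript length offsets, 0.00 without VA-free mouse 2 and -0.13 without control library 2B, and fry did not call the list either (adjusted p = 0.248). With TPM (pseudocount 1) the median of all genes was 0.192.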

Uniquely, the deleterious changes in MuSC mitochondria from VA-free diet did not associate with alterations in myofiber diameter, overall depletion of MuSCs or muscle regeneration, which is consistent with previous work that showed mitochondrial dysfunction in MuSCs do not manifest in regenerative defects in youth but are exacerbated in age (>24 months) (59, 60). Combining these results shows that loss of VA leads to stress responses that increase ROS and premature activation in MuSCs that, in turn, drive loss of ability to maintain quiescence.

Changes in vitamins and associated metabolites have significant influence on stem cell function, and epidemiological studies have shown that regular diet supplemented with higher intake of antioxidant vitamins renders improvements in health during aging (13, 19). However, connecting the functionality of adult stem cells with vitamin-derived pathways in aging remains underexplored. VA metabolites have been shown to interact with the α-subunit of mitochondrial ATP synthase and PPARs, which heterodimerize with RXRs to activate the oxidoreductase acyl-CoA oxidase (61–63). Activation of mitochondrial regulators of oxidative metabolism from VA would be consistent with our data, whereby administration of RARγ/RXRα agonists and ATRA resulted in increased expression of *PPAR*γ and *Ndufa2*, reduced proton leak and increased ATP production through OXPHOS. Moreover, treatment of aged MuSCs ex vivo with RARγ/RXRα agonists and ATRA reduced mitochondrial ROS and oxidative DNA damage and promoted fatty acid oxidation and reduced total mitochondrial density in vivo. We speculate that VA RA activation of PPARγ may promote fatty acid oxidation through or in synergy with Ret signaling, which has been shown to contribute to MuSC ability to maintain quiescence (64–68). Integrating these results show that administration of VA derived RA promotes oxidative metabolism in MuSCs, and restoration of this antioxidant augments mitochondrial function lost in old age.

VA is an indispensable, diet-derived nutrient that is metabolized into retinol, distributed in the bloodstream, and internalized by Stra6. We detected that *Stra6* expression was strongest in quiescent MuSCs and reduced with MuSC activation, differentiation, and in old age. Reductions in Stra6 coincided with loss of expression of multiple mitochondrial genes and likely affects how RAR/RXR factors interact with MyoD and MyoG (69–71). Similarly, knockdown of *Stra6* increased mitochondrial ROS and fragmentation and decreased mitochondrial depolarization and ATP production through OXPHOS. Given that Stra6 has been shown to be sensitive to Ca^2+^, these results suggest that retinol transport into and out of Stra6 may contribute to MuSC mitochondrial fission and fusion dynamics through a Ca^2+^-mediated mechanism (72, 73). However, future work is needed to determine changes in Ca^2+^ signaling with retinol levels and mitochondria.

### Limitations of study.

This work helps establish how VA derived RA and transport through Stra6 affects mitochondrial stress and function of MuSCs and clarifies the importance of this signaling axis in old age. Whether VA-derived RA affects aging of human MuSCs in a similar manner as our murine model remains to studied. Future work will address 3 key challenges. First, our vivo delivery of ATRA and CD3254/BMS961 could be improved by encapsulation in micro/nanoparticles, which have been shown to improve solubility, release kinetics, and improve cellular uptake (74). This would reduce the need to perform multiple injections and target MuSCs specifically. Next, our study focused on targeting a single RA receptor (RAR; RARγ) and retinoid receptor (RXRα) in old-aged MuSCs, but other RA and retinoid receptors may also influence MuSC behavior through interaction with muscle basic helix-loop-helix transcription factors. Since RA has been demonstrated to act as both an inducer of stemness and differentiation, future studies may evaluate the relative contributions of each RAR and RXR to Pax7 and MyoG-induced actions with high-throughput tools such as CRISPR/Cas9 (75, 76). Third, our work provides a foundation for targeting STRA6 and demonstrates that rescue of this receptor positively affects mitochondrial function. Since STRA6 also interacts with calmodulin, future work may evaluate the relationship between retinol, calcium, and mitochondrial membrane potential.

## Methods

Supplemental Methods are available online with this article.

### Sex as a biological variable.

Both male and female mice were used, and for experiments listed, mice were age- and sex-matched with littermate controls whenever possible.

### Animals and MuSC labeling.

Male and female Pax7^CreERT2^-Rosa26^nuclearTdTomato–nuclearGFP^, or Pax7-nTnG, mice were obtained from a breeding colony at the University of Michigan (UM). Male and female Pax7^CreERT2^-Rosa26^TdTomato^, or Pax7-TdTomato, were obtained from a breeding colony at UM. Male and female Pax7-MitoTAG were obtained from a breeding colony at the UM. Young and old-aged C57BL/6 WT mice were obtained from the Jackson Laboratory or from a breeding colony at UM. To activate Pax7-conditional reporter expression, mice were given 5 daily i.p. injections of 20 mg/mL tamoxifen in corn oil (75 mg/kg body weight) and allowed to recover 5 days before being euthanized for experiments. All mice were housed on a 12:12 hour light-dark cycle under UM veterinary staff supervision.

### Muscle digestion for MuSC isolations.

Mice were euthanized by CO_2_ asphyxiation followed by cervical dislocation as a secondary method to confirm death. The hindlimb muscles were dissected using sterile surgical tools, and muscles were kept separate by biological replicate. The dissected muscles were then minced into fine chunks (<1 mm^3^) with fine surgical scissors. The minced muscle was then added into 50 mL conical tubes containing 20 mL of digestion solution (2.5 U/mL dispase II and 0.2% mg/mL collagenase II in DMEM). The samples were incubated at 37°C on a shaker for 30 minutes before being mechanically dissociated by pipetting up and down several times with an FBS-coated 10 mL serological pipette and allowed to incubate at 37°C for an additional 30 minutes. The digestion enzymes were then quenched with 20 mL of stop solution per tube (20% heat-inactivated FBS in Ham’s F10 nutrient mix). The samples were then passed through a 70 μm cell strainer and centrifuged at 350*g* for 5 minutes at 4°C. The pellets were then washed and further processed according to the isolation procedures described below.

### FACS isolation of Pax7^CreERT2^-Rosa26^nuclearTdTomato–nuclearGFP^ MuSCs.

After muscle tissue digestion, the supernatant was aspirated and cell pellets were washed in 3–4 mL of FACS buffer (2% heat-inactivated FBS in HBSS), after which they were centrifuged once more at 350*g* and resuspended in an appropriate volume of FACS buffer for sorting (approximately 1 mL per sample). Just before sorting, the samples were incubated with DAPI at a final concentration of 1 μg/mL (protected from light) to stain for viability, and cell suspensions were passed through a 35 μm cell strainer. Sorting was done on a Sony MA900 cell sorter, and DAPI^–^/GFP^+^ MuSCs were collected into cold FACS buffer for immediate processing.

### FACS isolation of WT MuSCs.

After muscle tissue digestion, the supernatant was aspirated, and cell pellets were washed in 3–4 mL of FACS buffer. After centrifugation at 350*g*, the washed cell pellets were resuspended in 400 μL of FACS buffer (split across 2 separate 5 mL FACS tube per biological replicate) containing a mixture of primary antibodies: APC-CD31 (BioLegend, 102410, 1:400), APC-CD45 (BioLegend, 103112, 1:400), APC-Sca1 (BioLegend, 108112, 1:400), APC-CD11b (BioLegend, 101212, 1:400), APC-TER119 (BioLegend, 116212, 1:400), PE-CD29 (BioLegend, 102208, 1:200), and Biotin-CXCR4 (BD Biosciences, 551968, 1:200). Tubes were incubated on ice for 30 minutes, protected from light. Samples were washed, centrifuged at 350*g*, and resuspended in 200 μL of FACS buffer per tube containing PECy7-Streptavidin (eBioscience, 25-4317-82, 1:100). Samples were incubated for 20 minutes on ice, protected from light. Prior to sorting, samples were washed, centrifuged at 350*g*, resuspended in 1 mL of FACS buffer per biological replicate, and passed through a 35 μm cell strainer. Propidium iodide solution (Thermo Fisher Scientific, P3566, 1:1,000) was added to each sample tube just before sorting to stain for viability. Sorting was done on a Sony MA900 cell sorter, and PI^–^/APC^–^/PE^+^/PECy7^+^ MuSCs were collected into cold FACS buffer for immediate processing.

### MACS isolation of MuSCs.

After digestion of muscle tissue as described above, cell pellets were treated with Miltenyi Red Blood Cell Lysis Solution as described in the Miltenyi MACS Satellite Cell Kit isolation protocol. After RBC lysis and centrifugation at 350*g*, cells were washed with MACS buffer (PBS, 0.5% bovine serum albumin, 2 mM EDTA). Incubation with satellite cell kit microbeads and LS column separation was performed as described by the manufacturer. Afterward, cells were counted and further purified using the Miltenyi Anti-Integrin Alpha 7 microbeads according to the manufacturer’s instructions. Finally, cells were incubated in uncoated tissue culture flasks for 1 hour at 37°C and 5% CO_2_ as a final preplating step to remove remaining contaminating cell types. The supernatants from the flasks were collected and centrifuged at 350*g*, and cells were counted via hemocytometer and resuspended in appropriate volumes of media or buffer for further processing.

### Myoblast growth medium preparation.

MuSCs were cultured in myoblast growth medium consisting of Ham’s F10 nutrient mix (Thermo Fisher Scientific, 11550043), 1× Penicillin-Streptomycin (Thermo Fisher Scientific, 15140122), 20% heat-inactivated FBS (Thermo Fisher Scientific, 16140071), and 0.02 μg/mL of bFGF (Thermo Fisher Scientific, PHG0263).

### VA depletion.

To investigate the effect of VA depletion on muscle regeneration at the short-term time point, young (9 months and younger) Pax7-nTnG mice were fed a custom VA-deficient (VA-free) diet from Envigo Teklad (catalog TD.86143) ad libitum for a period of 8 weeks while control mice continued to receive normal mouse chow. For the long-term time point, young (3–5 months) Pax7-TdTomato mice were fed the same (VA-free) diet from Envigo Teklad (*n* = 5) as described above, while control animals (*n* = 3) received normal mouse chow. The VA-free chow was replenished every 1–2 weeks. In the final week, mice received daily tamoxifen injections as described above to label MuSCs and their progenitors after injury.

### Single-cell clonogenicity assay.

Seven- to 9-month-old Pax7-nTnG mice (2 males and 2 females per diet) were either fed VA-free or control chow as described above. Using the Sony MA900’s single-cell sorting mode and well-plate collection adapter, GFP^+^ MuSCs from the gastrocnemius and quadricep muscles from were sorted directly into 0.5% gelatin-coated 96-well plates containing 200 μL of myoblast growth media. Single-cell wells were kept in culture at 37°C and 5% CO_2_ for 5 days, and media were replaced every other day. Afterward, the wells were fixed with 4% PFA for 10 minutes at room temperature, washed with PBS, and labeled with DAPI (1 μg/mL in PBS) for 10 minutes at room temperature. Wells were imaged using Zeiss Axio Vert.A1 inverted microscope with a Colibri 7 LED light source and an AxioCam MRm camera and myogenic colonies were counted in Fiji.

### MitoTracker Deep Red, Ki67, and MyoD labeling of VA-free versus CTRL MuSCs.

Seven- to 9-month-old Pax7-nTnG mice (2 males and 2 females per diet) were either fed VA-free or control chow as described above. Ninety-six–well plates were coated with CellTak (Corning, 354240) with 50 μL of a 1:70 dilution in PBS and allowed to incubate for 20 minutes at room temperature before aspirating and seeding cells. In total, 2,000 nGFP^+^ MuSCs (isolated from the gastrocnemius and quadricep muscles) were seeded per well. Cells were incubated in myoblast growth medium at 37°C and 5% CO_2_ for 1 hour to allow the cells to settle and adhere to the CellTak. A total of 500 nM of MitoTracker Deep Red FM (Invitrogen, M22426) was prepared in prewarmed myoblast media. Half of the wells were incubated with MitoTracker for 30 minutes at 37°C and 5% CO_2_ and then washed 3 times with PBS before the entire plate was fixed with 4% PFA (10 minutes at room temperature). Permeabilization was performed by incubating with 0.1% Triton X-100 in PBS for 15 minutes at room temperature, followed by 3 washes in PBST (0.1% Tween-20 in PBS). Then, the cells were blocked with 1% BSA, 1% goat serum, and 22.52 mg/mL of glycine in PBST for 1 hour at room temperature. After 3 washes with PBST, the MitoTracker-labeled cells were incubated with PE-conjugated anti-Ki67 (Santa Cruz Biotechnology Inc., sc-23900, 1:50), and the remaining wells were incubated with Alexa Fluor 647–conjugated anti-MyoD antibody (Santa Cruz Biotechnology Inc., sc-377460, 1:50) in 1% BSA in PBST overnight at 4°C. Following overnight incubation with antibodies, cells were washed 3 times with PBS. Nuclei were counterstained with DAPI (1 μg/mL) for 10 minutes at room temperature. Cells were washed in PBS a final 3 times and left covered in 100 μL of PBS during imaging. MyoD-labeled wells were also imaged for Pax7-nGFP fluorescence. All the chemicals and serums used for immunofluorescence were sourced from Sigma-Aldrich. The 20× magnification images were acquired on a Zeiss Axio Vert.A1 inverted microscope with a Colibri 7 LED light source and an AxioCam MRm camera. Images were subsequently analyzed in Fiji.

### 8-OHdG labeling of VA-free versus CTRL MuSCs.

Three-month-old Pax7-nTnG mice (2 females per diet) were either fed VA-free or control chow as described above. Ninety-six–well plates were coated with CellTak (Corning, 354240) with 50 μL of a 1:70 dilution in PBS and allowed to incubate for 20 minutes at room temperature before aspirating and seeding cells. In total, 4,000 nGFP^+^ MuSCs (isolated from the gastrocnemius and quadricep muscles) were seeded per well. The plate was spun down at 50 RCF for 1 minute and then incubated in myoblast growth medium at 37°C and 5% CO_2_ for 30 minutes to allow the cells to settle and adhere to the CellTak. The plate was then fixed with 4% PFA (10 minutes at room temperature). Permeabilization and blocking was performed as described above. After 3 washes with PBST, the wells were incubated with rabbit IgG anti-8-OHdG (Bioss, bs-1278R) at a dilution of 1:100 in 1% BSA in PBST overnight at 4°C. Next, cells were washed 3 times with PBST and incubated with Alexa Fluor 647 goat anti–rabbit IgG (Invitrogen, a21245) in 1% BSA in PBST for 1 hour at room temperature. Following 3 PBS washes, nuclei were counterstained with DAPI (1 μg/mL) for 10 minutes at room temperature. Cells were washed in PBS a final 3 times and left covered in 100 μL of PBS during imaging. The 20× magnification images were acquired on a Zeiss Axio Vert.A1 inverted microscope with a Colibri 7 LED light source and an AxioCam MRm camera. Images were subsequently analyzed in Fiji.

### RNA-Seq library preparation for VA-free versus CTRL MuSCs.

Five- to 6-month-old Pax7-nTnG mice (all males) were either fed VA-free (*n* = 3) or control chow (*n* = 2) as described above. In total, 15,000–17,000 nGFP^+^ MuSCs per mouse (isolated from the gastrocnemius and quadricep muscles) were sorted on the Sony MA900 directly into 400 μL of Trizol for RNA lysis. After sorting the tubes were promptly vortexed to homogenize the lysates and then quickly frozen on dry ice before storing at –80°C until later processing. Trizol samples were thawed at room temperature, and the RNA-containing aqueous phase was separated by adding 0.2 mL of chloroform per 1 mL of Trizol to each tube, vortexing for 10 seconds, and incubating at room temperature for 2 minutes. The sample tubes were then centrifuged for 15 minutes at 350*g* at 4°C and the top aqueous phase was carefully transferred to a new tube, where it was mixed with 1.5 volumes of 100% ethanol. At this point, biological replicates were split into 2 technical replicates (A and B) to account for spin column volume. The RNA was purified using the Qiagen RNeasy Micro kit, starting at step 5 of the manufacturer’s protocol, “Purification of Total RNA from Animal and Human Cells.” RNA was eluted into 12 μL of RNase-free water. RNA concentration and quality was measured using the Agilent Bioanalyzer 2100 RNA 6000 Pico kit, following the manufacturer’s protocol. Samples with a RIN of 9 or higher and sufficient RNA concentrations were selected for downstream library prep (VA-free diet replicates 1B, 2A, 3A, and 3B and control diet replicates 1A, 1B, 2A, and 2B).

The Takara Bio SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing was used for cDNA synthesis. Following the manufacturer protocols, 5 ng of input RNA was used per sample and 10 PCR cycles were run. Quality control and concentration measurements were performed using the Agilent Bioanalyzer 2100 High Sensitivity DNA kit. Illumina library prep was performed with the Nextera XT DNA Library Preparation Kit and Nextera XT Index Kit, using an input of 500 pg of full-length cDNA amplicons per sample and following the kit protocols. Illumina libraries were then submitted to UM’s Advanced Genomics Core for pooling and sequencing on the Illumina NextSeq using 75 cycles and 75 bp single-end reads.

### Bulk RNA-Seq analysis.

Fastq files were tested for quality using FastQC, after which they were aligned to the Mus musculus GRCm38 (Ensembl release 96) reference transcriptome with Kallisto (77). Abundance matrices were imported with the tximport package into R for differential gene expression analysis using the DESeq2 package (78). Differentially expressed genes (*P*_adj_ < 0.05) were selected and genes of interest were plotted using the pheatmap package and ggplot2. Differentially expressed genes (*P*_adj_ < 0.05 and log_2_[fold change] >1) in the VA-free samples were then analyzed for GO term enrichment using the goseq package (79). Over- and underrepresented GO terms (*P* < 0.05) were selected and GO terms of interest were plotted on a bubble plot using ggplot2. Reaction fluxes were estimated using genome-scale metabolic modeling using the RECON1 model as previously reported (32, 37).

### BaCl_2_ injury and IHC on VA-free versus CTRL muscle tissue cross sections.

Three- to 6-month-old female Pax7-nTnG and Pax7-TdTomato were fed either a VA-free (*n* = 3–5) or control (*n* = 3) for 8 weeks. After 8 weeks, mice were anesthetized with 2% isoflurane and the TA muscle was injured via a 40 μL intramuscular injection of 1.2% BaCl_2_ in sterile PBS, while the left muscle served as an uninjured contralateral control or served as a saline injection. The injuries were allowed to regenerate for 7 and 28 days, at which points, mice were euthanized and TAs were carefully dissected, embedded in OCT in a cylindrical mold, and flash-frozen by submerging in isopentane cooled in a larger container of liquid nitrogen until OCT was solidified. Frozen tissues were sectioned on a CryoStar NX70 Cryostat at –20°C to obtain 10 μm cross sections, which were adhered to positively charged glass slides and allowed to dry for 30 minutes before proceeding to staining.

For the uninjured controls and 7 days time point, slides were fixed in acetone at –20°C in a coplin jar for 10 minutes and air-dried for 10 minutes. Then, sections were outlined with Vector Labs ImmEdge Hydrophobic Barrier PAP pen. After outlines were dried, sections were rehydrated in PBS for 5 minutes after room temperature. PBS was then gently aspirated off and slides were blocked in 10% goat serum in PBS for 1 hour at room temperature in a sealed, hydrated chamber. Blocking solution was carefully blotted off, and primary antibodies were diluted in 10% goat serum in PBS. Slides stained for CD68^+^ macrophages were incubated with a 1:50 dilution of rat IgG anti-CD68 (Bio-Rad, MCA1957) and a 1:500 dilution of rabbit IgG anti-Laminin 1+2 (Abcam, ab7463). Slides stained for Ly6G^+^ neutrophils were incubated with a 1:50 dilution of rat IgG anti-Ly6G (BD Biosciences, 550291) and a 1:500 dilution of rabbit IgG anti-Laminin 1+2 (Abcam, ab7463). Slides were incubated with primary antibodies in a sealed, hydrated chamber overnight at 4°C. Slides were then washed with PBS 3 times for 5 minutes. Secondary antibodies (Alexa Fluor 647 goat anti–rat IgG, Alexa Fluor 488 goat anti–rabbit IgG) were diluted 1:500 and DAPI was diluted to 1 μg/mL in PBS. Slides were incubated with secondary antibodies and DAPI for 1 hour at room temperature in the dark in a sealed, hydrated chamber. Slides were then washed with PBS 3 times for 5 minutes, and coverslips were mounted with a drop of ProLong Diamond Antifade Mountant. Coverslip mounting medium was allowed to cure overnight at room temperature before imaging.

For the long-term time point, slides were fixed in acetone at –20°C in a coplin jar for 10 minutes and air-dried for 10 minutes. Sections were then outlined with the hydrophobic pen and rehydrated in PBS for 5 minutes. Samples were incubated with MOM blocking solution for 1 hour following manufacturer’s instructions. After this, sections were incubated with primary antibodies overnight at 4°C (mouse IgG Sarcoglycan, 1:200, Leica Biosystems catalog A-SARC-L-CE; Rat IgG CD68 1:50, Rockland catalog 600-401-R10; Rabbit IgG RFP 1:50, Rockland catalog 600-401-379). Samples were then rinsed 3 times for 5 minutes each time with PBS and incubated with secondary antibodies (Alexa Fluor 488 goat anti-mouse, 1:500, catalog A-11001; Alexa Fluor 555 goat anti-rabbit, 1:500, catalog A-21428; and Alexa Fluor 647 goat anti-rat, 1:500, catalog A-21247; all Invitrogen) for 2 hours at room temperature. Tissues were rinsed again 3 times for 5 minutes each time with PBS and incubated with DAPI for 10 minutes, rinsed 2 times for 5 minutes each time, and mounted with 100 μL of ProLong Diamond Antifade Mountant. Mounting medium was allowed to cure overnight at room temperature before imaging.

Stained sections were imaged in duplicate per biological replicate at 20× on a Nikon A1si inverted confocal microscope using ND Large Image acquisition and stitching. Image files were analyzed in Fiji to calculate fiber area, centrally nucleated fibers, CD68^+^ stained area, and Ly6G^+^ stained area. For the long-term time point, 3 tissue sections across the length of the muscle were imaged per biological replicate at 20× on a Zeiss Laser Scanning Microscopy 900 with Airyscan 2. Outline of fibers was obtained using a trained model in CellPose with the cyto3 model as a base (80). Labels were then converted to regions of interest in Fiji to obtain fiber CSA (81). Positive Tdtomato^+^ fibers were extracted using the mean fluorescence intensity values of the Tdtomato^+^ channel for each fiber. Centrally nucleated fibers and cell density of CD68^+^ cells and Tdtomato^+^ were manually counted per tissue section.

### Stra6 expression in freshly isolated, activated, and differentiated MuSCs.

MuSCs were isolated via FACS from C57BL/6 WT mice (4 months old, 2 males and 1 female) as described above and pooled together to ensure high enough yield. Cells were then split into 3 time points with *n* = 2 replicates per time point. For the quiescent time point, cells were immediately pelleted for 10 minutes at 350 RCF, lysed in 350 μL of Qiagen Buffer RLT containing 1% 2-mercaptoethanol, and stored at –80°C. The remaining cells were cultured in a 24-well plate in myoblast growth medium for 3 days. At 3 days, 2 of the wells were lysed directly in the plate with 350 μL of Qiagen Buffer RLT containing 1% 2-mercaptoethanol and stored at –80°C, while the remaining wells were switched to differentiation medium (DMEM, 2% horse serum, 1% penicillin/streptomycin). After 3 days of differentiation, the final wells were lysed as described above. RNA isolation was performed using the Qiagen RNeasy Micro kit, following the kit’s instructions. RNA concentrations and quality were measured using a NanoDrop Spectrophotometer and Qubit Fluorometer using the RNA High Sensitivity Assay kit. Invitrogen’s SuperScript III First-Strand Synthesis System was used for cDNA synthesis (using the provided oligo dT primers), according to the manufacturer’s instructions.

*Stra6* and *Gapdh* primer assays were purchased from IDT (*Stra6*, Mm.PT.58.13854804; *Gapdh*, Mm.PT.39a.1) and were reconstituted in the manufacturer’s recommended volume of PCR-grade water for a 10× stock concentration. Quantitative PCR (qPCR) master mixes were prepared for a 50 μL reaction volume containing 25 μL of Power SYBR Green Master Mix (Applied Biosystems), 5 μL of primers, and 0.5 ng of cDNA template diluted in PCR-grade water. qPCR was performed on the Applied Biosystems QuantStudio 3 Real-Time PCR System with 2 technical replicates per sample and a blank water negative control to check for primer dimers. The ΔΔCt method was then used to find relative gene expression of *Stra6* between the time points.

### Statistics.

For imaging, qPCR, and Seahorse measurements, data were imported into RStudio, and statistical tests were performed using the RStatix package. For comparisons between 2 groups, comparisons were made with 1-sided Student’s *t* tests assuming unequal variance. For comparisons between more than 2 groups, comparisons were made by 1-way ANOVA followed by post hoc pairwise *t* tests with Bonferroni correction. Data were plotted using the ggplot package and annotated with the results of corresponding *t* tests.

### Study approval.

All procedures were approved by the University Committee on the Use and Care of Animals at UM and the IACUC in Ann Arbor, Michigan, USA (protocol no. PRO000010663) and were in accordance with the NIH.

### Data availability.

Bulk RNA-Seq and scRNA-Seq datasets (raw files and processed matrices) are publicly available on GEO (GSE268616 and GSE268617). Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

PMF, PD, VF, LA, JACM, VTW, SDG, CP, KI, and JAL performed experiments. PMF, PD, BAY, and SDG, analyzed data. PMF and CAA designed the experiments and wrote the manuscript with additions from other authors.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
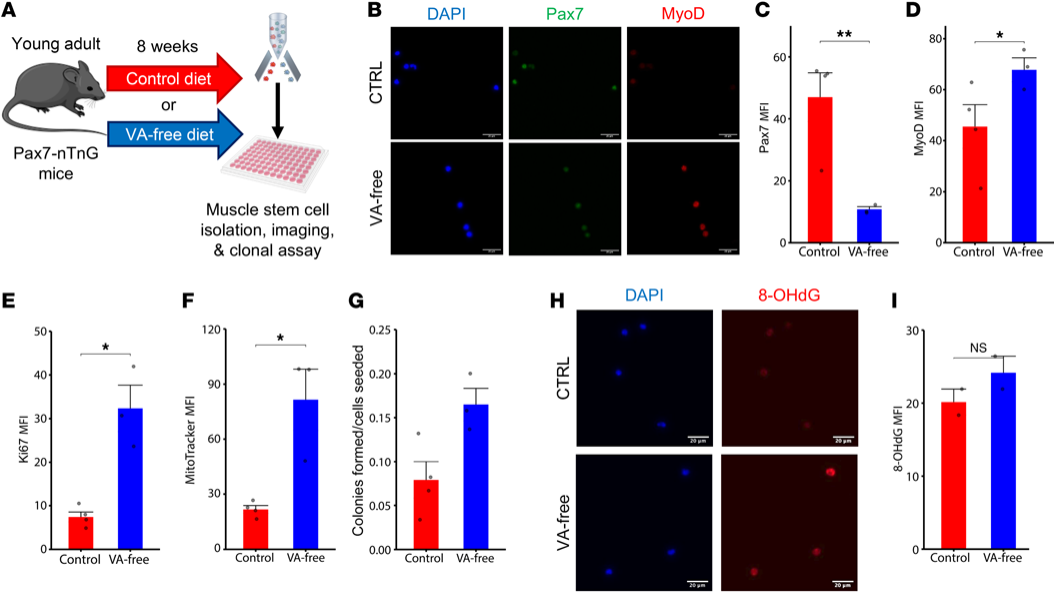
Dietary depletion of vitamin A induces premature activation and oxidative damage in muscle stem cells. (**A**) Experiment schematic whereby young mice were fed either a vitamin A–deficient or control diet for a total of 8 weeks, after which muscle stem cells were isolated and profiled. (**B**) Representative images of Pax7-nGFP and MyoD fluorescence of freshly isolated and fixed MuSCs from CTRL diet (top row) and VA-deficient diet (bottom row). DAPI, blue; Pax7, green; MyoD, red. Scale bar: 20 μm. (**C** and **D**) Quantification of mean fluorescence intensity of Pax7-nGFP and MyoD, respectively. Comparisons made via *t* test with *n* = 3–4 wells per diet. (**E** and **F**) Quantification of Ki67 and MitoTracker Deep Red, respectively, in MuSCs fixed immediately after isolation from mice receiving CTRL diet (red) or VA-free diet (blue). Comparisons made via *t* test with *n* = 3–4 wells per diet. (**G**) Proportion of colony-forming single MuSCs isolated from mice receiving CTRL diet (red) or VA-free diet (blue) after 5 days in growth conditions. Comparisons made via *t* test with *n* = 4 mice (60 wells per mouse) for the control diet, and *n* = 3 mice (95 wells per mouse) for VA-free diet. (**H**) Representative images of 8-OHdG fluorescence of freshly isolated and fixed MuSCs from CTRL diet (top row) and VA-free diet (bottom row). DAPI, blue; 8-OHdG, red. Scale bar: 20 μm. (**I**) Quantification of mean fluorescence intensity of 8-OHdG in MuSCs fixed immediately after isolation from mice receiving CTRL diet (red) or VA-free diet (blue). *n* = 6 image fields (across 2 mice) per diet. Data are shown as mean ± SEM (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 for all comparisons).

**Figure 2:**
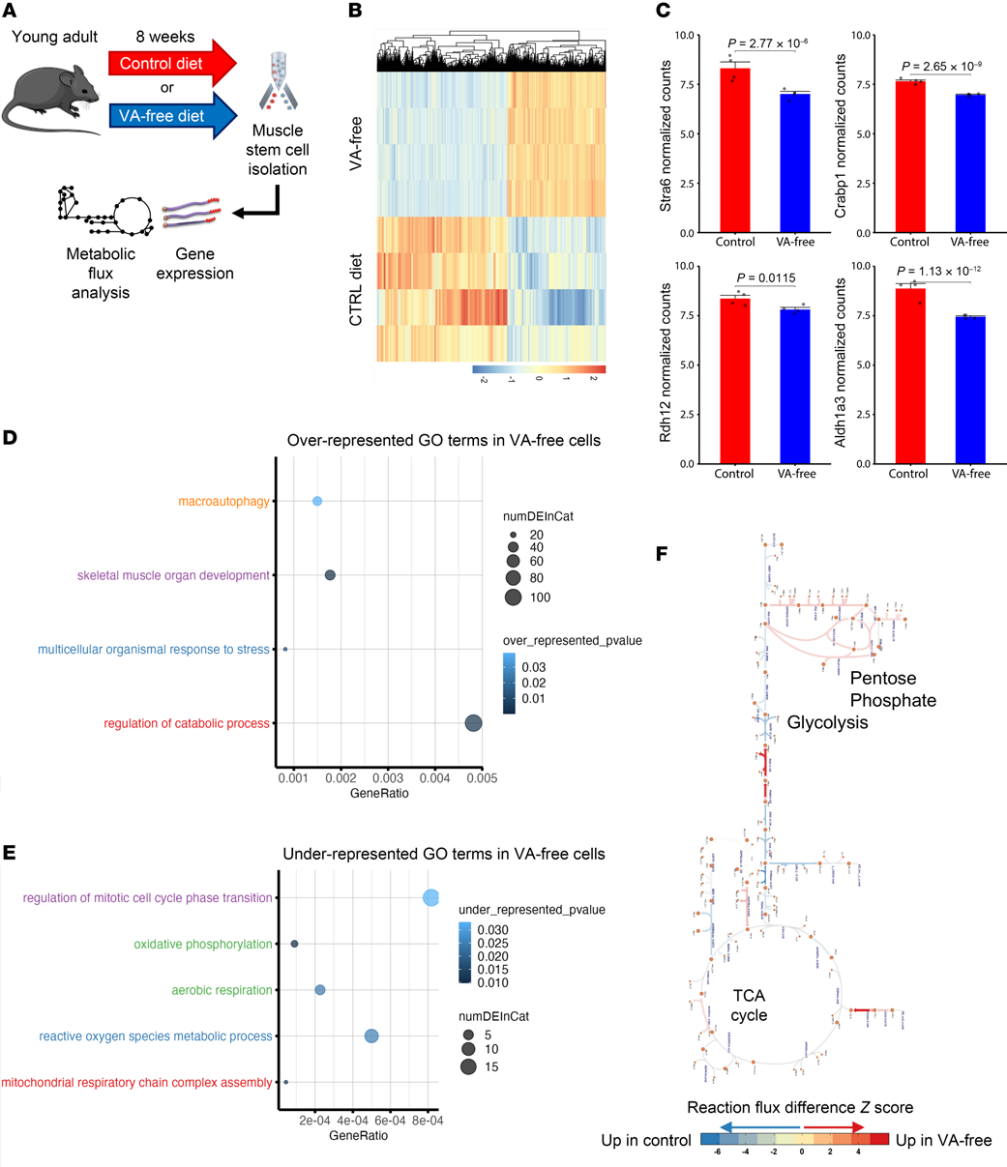
Vitamin A depletion disrupts muscle stem cell metabolism, mitochondria, and cell cycle regulation. (**A**) Experiment schematic: young mice were fed either a vitamin A–deficient or control diet for a total of 8 weeks, after which muscle stem cells were isolated via FACS and RNA was extracted for RNA-Seq, followed by differential gene expression, GO term enrichment, and metabolic flux model analyses. (**B**) Heatmap of *z* scores for all differentially expressed genes with *P*_adj_ < 0.05 from muscle stem cells isolated from control and vitamin A–free diet-fed young mice. (**C**) Bar plots of selected differentially expressed genes related to vitamin A metabolism and RA signaling. Data are shown as mean ± SEM. (**D**) Bubble plots of selected overrepresented GO terms across differentially expressed genes. (**E**) Bubble plot of selected underrepresented GO terms across differentially expressed genes. (**F**) Escher map of statistically significant metabolic fluxes predicted by metabolic flux model. Red, enriched fluxes in vitamin A–free diet; blue, enriched fluxes in control diet.

**Figure 3:**
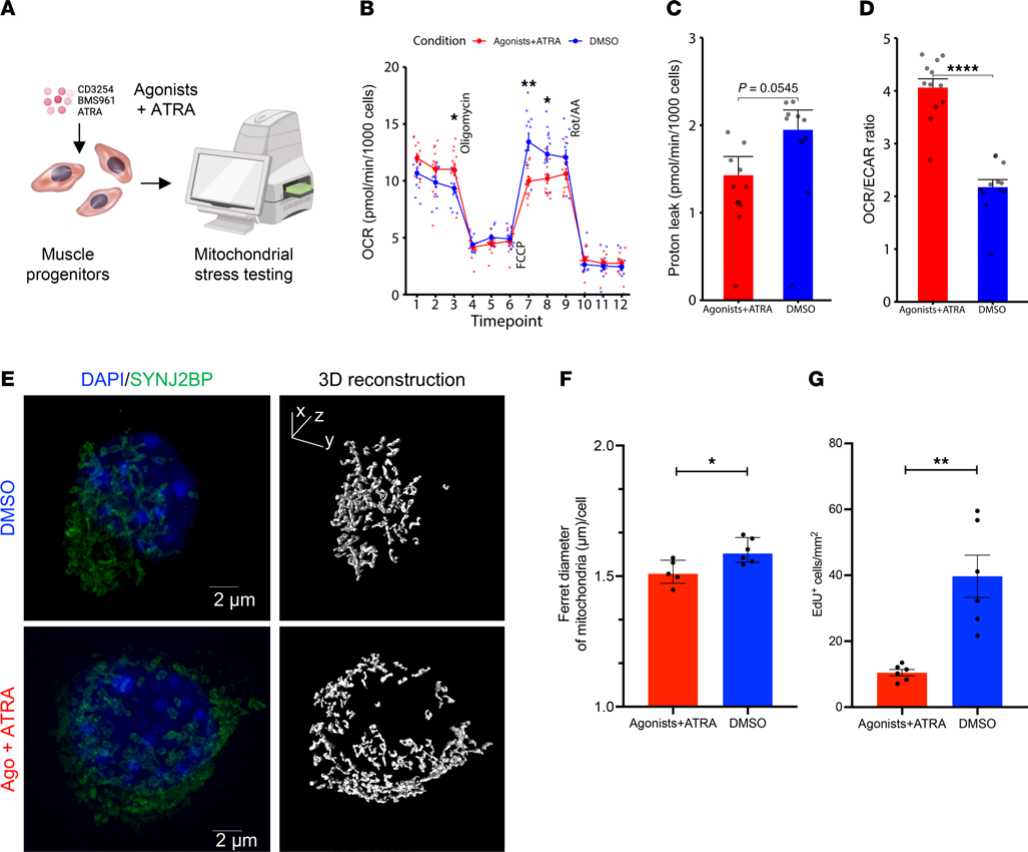
Small molecule agonists targeting retinoic acid signaling improves mitochondrial function and reduces reactive oxygen species. (**A**) Schematic depicting strategy to upregulate RA signaling by using Rarγ and Rxrα agonists (CD3254, BMS961) and ATRA as a ligand (each 100 nM). (**B**) Line graphs of oxygen consumption rate (OCR) measured via Seahorse XFe96 Mito Stress Test in C2C12s treated with ATRA and agonists (red, *n* = 12 wells) and DMSO vehicle control (blue, *n* = 12 wells) after injections of oligomycin, FCCP, and rotenone/antimycin A. (**C** and **D**) Quantification of proton leak and OCR/ECAR ratio, respectively, in C2C12s treated with ATRA and agonists (red) and DMSO vehicle control (blue). Comparisons of Seahorse Mito Stress parameters were made via *t* test. (**E**) A 3D projection and 3D reconstruction of single MuSCs from Pax7^CreERT2^-Rosa26^CAG–LSL–EGFP–3xHA–OMM^ mice showing individual mitochondria after cellular treatment with DMSO control (top) or ATRA and agonists (bottom). Scale bar: 2 μm. (**F**) Quantification of 3-dimensional Feret diameter between MuSCs treated with DMSO control and ATRA and agonists groups. Comparison made via Mann-Whitney *U* test for nonparametric distributed data with *n* = 4 wells per treatment. Data represented as median with interquartile range. (**G**) Quantification of cellular density of EdU^+^ MuSCs between MuSCs treated with DMSO vehicle control (blue) or agonists and ATRA (red). Comparison made via *t* test with *n* = 6 wells per treatment.

**Figure 4:**
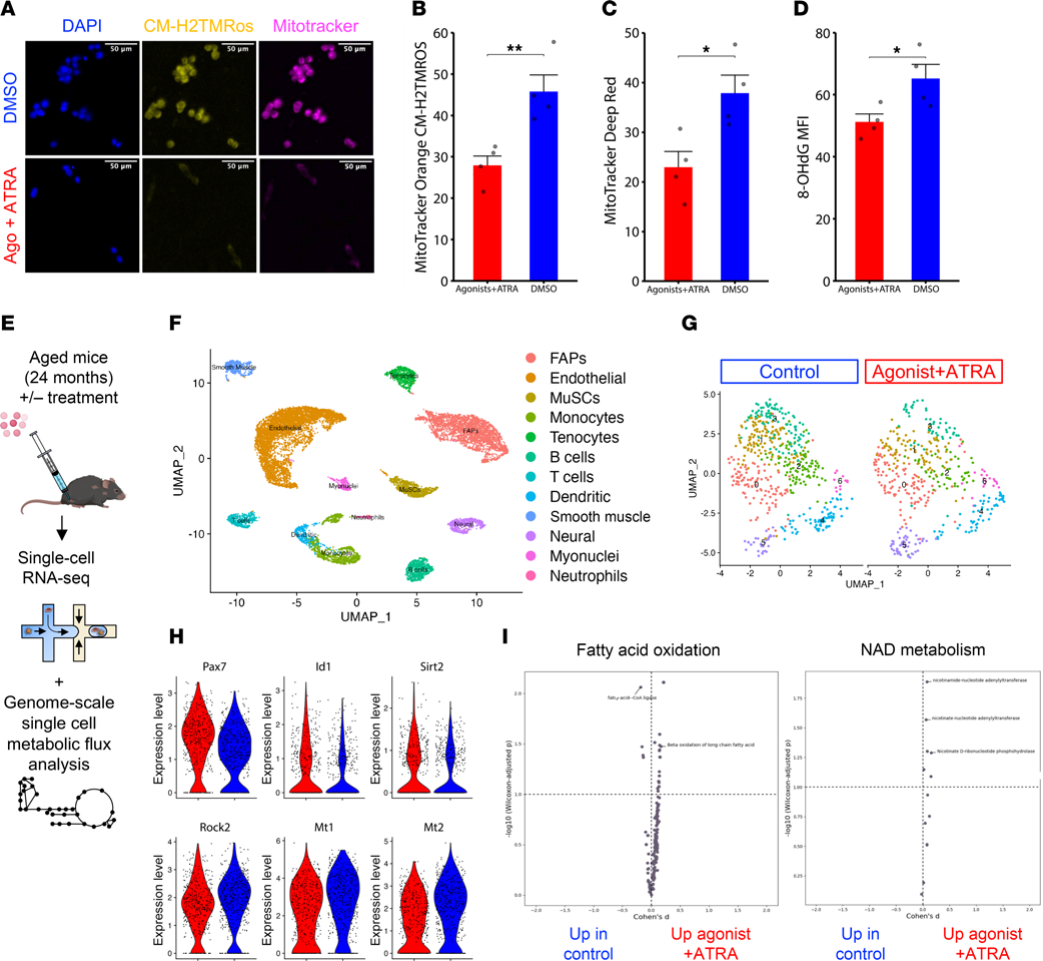
Repletion of retinoic acid signaling reduces oxidative stress and promotes metabolism supportive of quiescence in muscle stem cells. (**A**) Representative images of mitochondrial ROS labeled with MitoTracker Orange CM-H2TMRos (yellow) and total mitochondria labeled with MitoTracker Deep Red (magenta) in aged MuSCs treated with DMSO vehicle control (top) or 100 nM agonists and ATRA (bottom). DAPI counterstain is shown in blue. Scale bar: 50 μm. (**B**–**D**) Quantification of MitoTracker Orange CM-H2TMRos, MitoTracker Deep Red, and 8-OHdG mean fluorescence intensity between aged MuSCs treated with DMSO vehicle control or agonists and ATRA. Data are shown as mean ± SEM. (**E**) Schematic depicting strategy to upregulate RA signaling in aged mice through intramuscular injections of CD3254, BMS961, and ATRA, followed by scRNA-Seq of muscle cell suspensions and genome-scale metabolic flux balance analysis of single-cell transcriptomes. (**F**) Annotated UMAP of cell clusters obtained in the merged scRNA-Seq dataset of treated and untreated aged cells. (**G**) Subclustering of the MuSC subset in the treated (right) and untreated (left) samples. (**H**) Violin plots of selected differentially expressed genes found via DESeq2 (*P* < 0.1 and |log_2_FC| > 0.15). Top row: Pax7, Id1, Sirt2. Bottom row: Rock2, Mt1, Mt2. (**I**) Volcano plot of differentially expressed metabolic fluxes in the fatty acid oxidation and NAD metabolism subsystems determined by Compass analysis. Data are shown as mean ± SEM. Statistical comparisons were made via paired *t* test (*P < 0.05, **P < 0.01).

**Figure 5:**
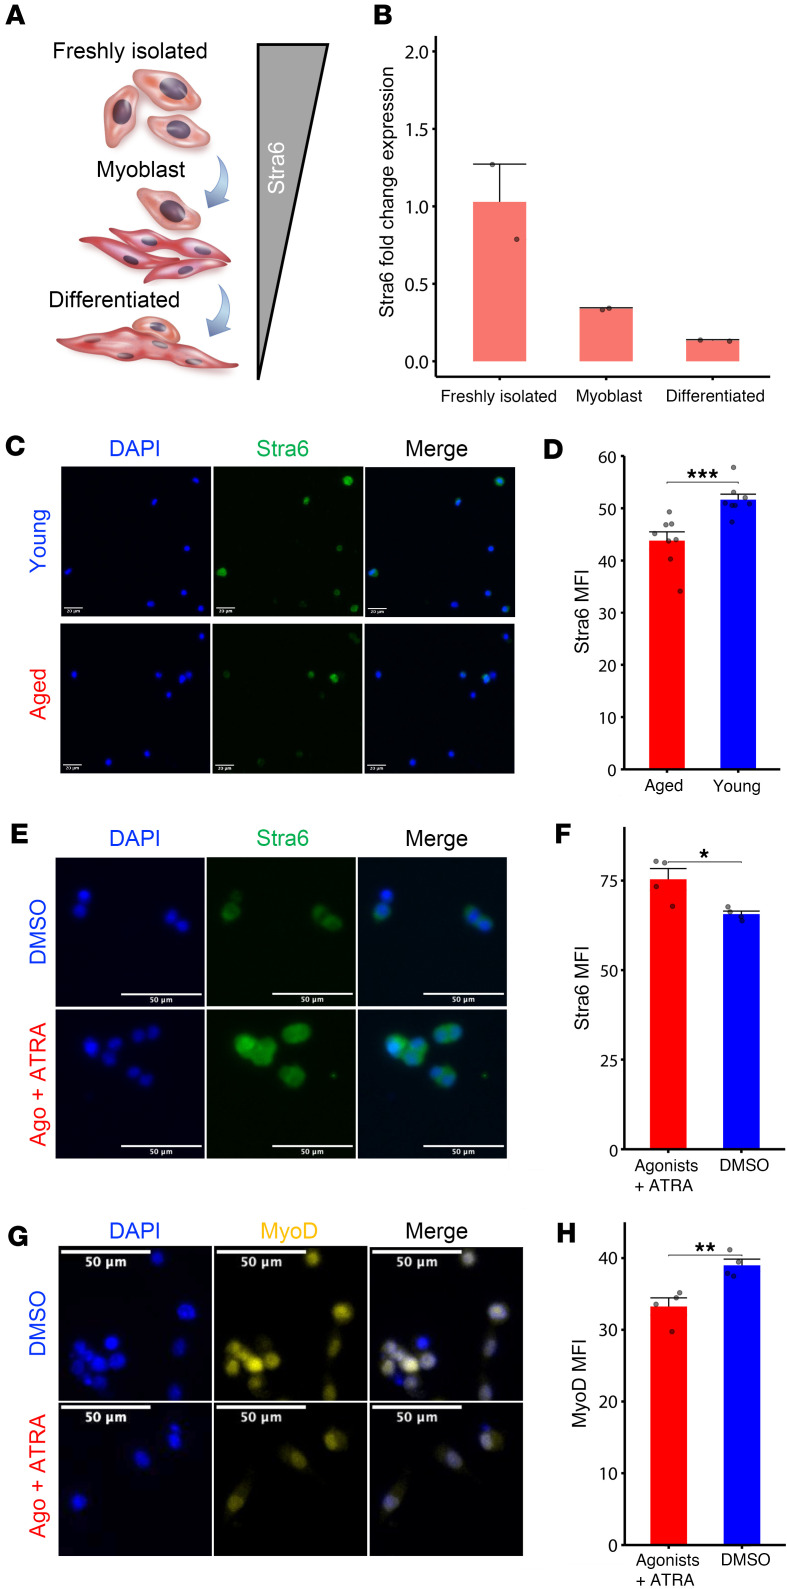
The vitamin A receptor Stra6 is attenuated with stem cell activation and aging. (**A**) Schematic depicting how Stra6 expression decreases with muscle stem cell activation and differentiation. (**B**) Quantification of Stra6 expression fold change (relative to Gapdh) in freshly isolated MuSCs, activated myoblasts (72 hours in culture with growth medium), and differentiated myotubes (an additional 72 hours in culture with differentiation medium). qPCR was run using 2 biological replicates and 2 technical replicates per time point. (**C**) Representative immunofluorescence images of Stra6 from muscle stem cells isolated from freshly isolated young (3–4 months) and aged mice (22 months). Tissues from 2 biological replicates (C57BL/6 females) were used per age group and pooled during MACS isolation before seeding into a 96-well plate, fixing, and labeling for Stra6. (**D**) Quantification of Stra6 mean fluorescence intensity comparing age groups using a t test. *n* = 8 wells were imaged per age group. (**E**) Representative images of Stra6 immunofluorescence staining in old-aged MuSCs (pooled from *n* = two 24-month-old female C57BL/6 mice) treated with DMSO vehicle control (top) or agonists and ATRA (bottom) for 3 days. Stra6, green; DAPI, blue. Scale bar: 50 μm. (**F**) Quantification of Stra6 mean fluorescence intensity between old-aged MuSCs treated with DMSO vehicle control (blue) or agonists and ATRA (red). Comparison made via *t* test with *n* = 4 wells per treatment. (**G**) Representative images of MyoD immunofluorescence staining in old-aged MuSCs treated with DMSO vehicle control (top) or agonists and ATRA (bottom). MyoD, yellow; DAPI, blue. Scale bar: 50 μm. (**H**) Quantification of MyoD mean fluorescence intensity between aged MuSCs treated with DMSO vehicle control or agonists and ATRA. Comparison made via *t* test with *n* = 4 wells per treatment.

**Figure 6:**
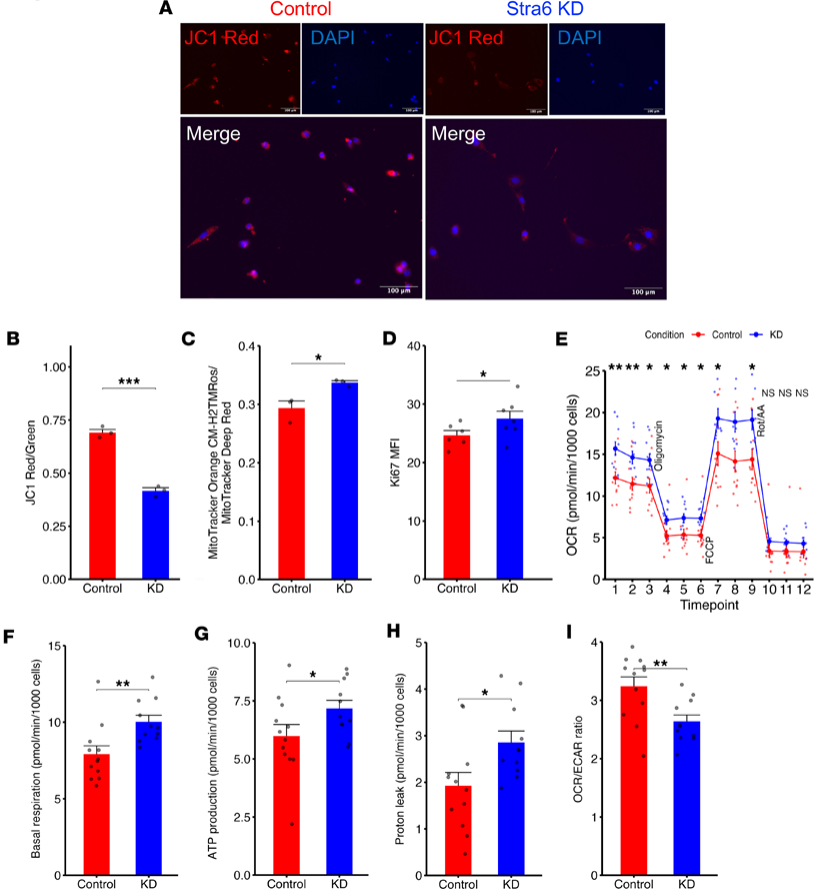
Stra6 loss induces mitochondrial dysfunction. (**A**) Representative image of mitochondrial membrane depolarization via JC-1 labeling (represented as ratio of red/green fluorescence) and representative images of red JC-1 aggregates indicating healthy, polarized mitochondria and Hoechst-counterstained nuclei (scale bars = 100 µm; Stra6-knockdown cells on the right and negative control siRNA cells on the left). (**B**) Quantification of JC-1 Red/Green ratio for knockdown and control, *n* = 3 wells per condition. Comparisons made via *t* test. Data are represented as averages across samples showing mean ± SEM. (**C**) Quantification of mitochondrial ROS using MitoTracker Orange CM-H2TMRos normalized to total mitochondrial stained by MitoTracker Deep Red (*n* = 3 wells per condition). (**D**) Quantification of Ki67 mean fluorescence intensity (*n* = 6 image fields across 2 wells per condition) after siRNA knockdown of Stra6 (blue) or negative control (red). (**E**) Line graphs of oxygen consumption rate (OCR) measured via Seahorse XFe96 Mito Stress Test in Stra6-knockdown cells (blue line, *n* = 11 wells) and negative control cells (red line, *n* = 12 wells) after injections of oligomycin, FCCP, and rotenone/antimycin A. (**F**–**I**) Quantification of OCR during basal cell respiration (**F**), change in OCR related to ATP production (**G**), proton leak (**H**), and OCR/ECAR ratio (**I**) in Stra6-knockdown cells and negative control cells. Comparisons of Seahorse Mito Stress parameters were made via *t* test. *P < 0.05, **P < 0.01, ***P < 0.001.

# Supplementary material for: Vitamin A retinoic acid contributes to muscle stem cell and mitochondrial function loss in old age
**Source:** JCI Insight. 2025 Mar 25;10(9):e183706. doi: 10.1172/jci.insight.183706
**Supplement:** Supplemental data

# Vitamin A-Retinoic Acid Contributes to Muscle Stem Cell and Mitochondrial Function Loss in Old Age

Paula M. Fraczek<sup>1,2</sup>, Pamela Duran<sup>1,2</sup>, Benjamin A. Yang<sup>1,2</sup>, Valeria Ferre<sup>1,2</sup>, Leanne Alawieh<sup>1,2</sup>, Jesus A. Castor-Macias<sup>1,2</sup>, Vivian T. Wong<sup>1,2</sup>, Steven D. Guzman<sup>1,2</sup>, Celeste Piotto<sup>1,2</sup>, Klimentini Itsani<sup>1,2</sup>, Jacqueline Larouche<sup>1,2</sup>, Carlos A. Aguilar<sup>1,2,3,\*</sup>

## Supplemental Figure Captions

**Supplemental Figure 1: FACS Isolation & quality control metrics for differential gene expression datasets of muscle stem cells fed a control or vitamin A free diet.** (A) Representative FACS plots showing negative (TdTomato<sup>+</sup>) and positive (GFP<sup>+</sup>) gates to isolate muscle stem cells (MuSCs) from Pax7<sup>CreERT2</sup>-Rosa26<sup>nTnG</sup> mice where numbers within gates indicate percentage of cells within gate. (B) Spearman correlations for replicate libraries from control and MuSCs isolated from vitamin-A (VA) free diet. (C) PCA plot of replicate libraries for VA-free diet samples. (blue) and control diet samples (pink). (D) Heatmap of z-scores for top 60 differentially expressed genes related to mitochondrial GO terms with padj < 0.05 in VA-free and Control MuSCs. (E) Selected significant metabolic flux terms for both the VA-free and CTRL samples returned by metabolic flux model.

**Supplemental Figure 2: Disruption of microenvironment in VA-depleted skeletal muscle after barium chloride injury.** (A) Representative images of tibialis anterior muscle cross sections stained for laminin (green), nuclei (blue), and CD68<sup>+</sup> macrophages (yellow; left) or Ly6G<sup>+</sup> neutrophils (yellow; right) before (top) and after (bottom) barium chloride injury in young mice fed either a VA-free diet or control diet. (B) Fiber cross-sectional area distribution between mice fed control diet (red bars) and mice fed VA-free diet (blue bars) before (top) and after (bottom) barium chloride injury. Top inset shows the overall average fiber cross-sectional area in uninjured muscles, bottom inset shows percentage of centrally nucleated myofibers after barium chloride injury. (C) Quantification of CD68<sup>+</sup> macrophages in tibialis anterior cross sections before (top) and after (bottom) injury via barium chloride intramuscular injection. Cross sections were stained and imaged in duplicate for n=4 mice per diet for the uninjured condition, and n=3 mice per diet for the injured condition, and the CD68<sup>+</sup> area percentage of the technical replicates were averaged for each mouse before comparisons via t-test. (D) Quantification of Ly6G<sup>+</sup> neutrophils in tibialis anterior cross sections before (top) and after (bottom) barium chloride injury. Cross sections were stained and imaged in duplicate for n=4 mice for the uninjured condition, and n=3 mice for the injured condition and the Ly6G<sup>+</sup> area percentage of the technical replicates were averaged for each mouse before comparisons via t-test (p-value reported on plots). (E) Quantification of nGFP<sup>+</sup> live cells (MuSCs) in uninjured muscle gated via FACS. Comparison made via t-test with n=4 mice per diet. Data are represented as averages across samples with error bars showing the S.E.M.

**Supplemental Figure 3: Vitamin A (VA)-depleted diet does not impact long-term muscle regeneration.** (A) Representative images of tibialis anterior muscle cross sections stained for sarcoglycan (green), nuclei (blue), CD68<sup>+</sup> macrophages (pink) and Pax7-derived Tdtomato<sup>+</sup> fibers 28 days after barium chloride injury in young mice fed either a control diet (top) or VA-free diet (bottom). (B) Fiber cross-sectional area distribution between mice fed control diet (red bars) and mice fed VA-free diet (blue bars). Inset shows the overall average fiber cross-sectional area. (C) Fiber cross-sectional area distribution of Tdtomato<sup>+</sup> fibers between mice fed control diet (red bars) and mice fed VA-free diet (blue bars). Inset shows the overall average fiber cross-sectional area. (D) Quantification of the percentage of TdTomato<sup>+</sup> fibers between control and treatment groups. (E) Quantification of the percentage of centrally nucleated fibers between control and VA-free diet. (F) Quantification of CD68<sup>+</sup> macrophages. (G) Quantification of Pax7<sup>+</sup>-derived Tdtomato<sup>+</sup> muscle stem cells at the basal lamina of the fiber. Comparisons made via student's t-test with n=3 mice for control diet and n=5 for VA-free diet. Data are represented as mean  $\pm$  S.E.M.

**Supplemental Figure 4: Rary and Rxr $\alpha$  agonists in combination with ATRA enhances retinoic acid signaling, mitochondrial function & decreases cellular activation.** (A-E) Quantification of Stra6, Rarb, Rarg, Nduf2a, Pparg Log2(Fold Change Expression) found via RT-qPCR after treating C2C12 myoblasts with CD3254 and BMS961 agonists alone, ATRA alone, agonists with ATRA, or a DMSO vehicle control for 2 days. RT-qPCR was performed relative to Gapdh, with 3 sample wells per treatment condition and 2 technical replicates per sample. (F) Line graphs of extracellular acidification rate (ECAR) measured via Seahorse XFe96 Mito Stress Test in C2C12s treated with ATRA and agonists (red line, n = 12 wells) and DMSO vehicle control (blue line, n=12 wells) after injections of oligomycin, FCCP, and Rotenone/Antimycin A. (G-H) Quantification of OCR during basal cell respiration, change in OCR related to ATP production, and coupling efficiency, respectively, in C2C12s treated with ATRA and agonists (red) and DMSO vehicle control (blue). Comparisons of Seahorse Mito Stress parameters were made via t-test. (J-L) Quantification of mitochondrial coupling efficiency, change in OCR related to ATP production, and OCR/ECAR ratio, respectively, in C2C12s treated with agonists alone, ATRA alone, agonists with ATRA, or a DMSO vehicle control for 2 days. Comparisons of Seahorse Mito Stress parameters were made via t-test (n=12 wells per condition). Data are represented as averages across samples with error bars showing the S.E.M (\*: p<0.05, \*\*: p<0.01, \*\*\*: p<0.001, \*\*\*\*: p<0.0001). (M) Representative images of EdU labeling in MACS-isolated young MuSCs treated with DMSO vehicle control (top) or agonists and ATRA (bottom). EdU is shown in red and nuclear counterstain in DAPI is shown in blue. Scale bar = 20  $\mu$ m. (N-Q) Quantification of Stra6, MyoD, MitoTracker Orange CM-H2TMRos, and 8-OHdG (respectively) mean fluorescence intensity for old aged (n=24 months) MuSCs treated with agonists alone, ATRA alone, agonists with ATRA, or a DMSO vehicle control for 3 days. Comparison made via t-test with n=4 wells per treatment. Comparisons were made via t-test.

**Supplemental Figure 5: Profiling response of old aged muscle stem cells after Retinoic Acid + ATRA treatment shows shifts muscle stem cell metabolism.** (A) Violin plots of quality control metrics of single cell RNA-Seq datasets, whereby nFeature (genes per cell), nCount (number of unique molecular identifiers - UMIs per cell), and percent.mt (percentage of mitochondrial gene transcripts per cell). (B) Dot plot of marker gene expression used to annotate cell clusters. (C) UMAP of all cell populations split by treatment. Control-treated muscle on the left,

Agonist+ATRA-treated muscle on the right. **(D)** Cell-type proportion tests determined from `scProportionTest` package plotted as log2 fold difference of cell proportions. Dots in pink are statistically significant with an FDR < 0.05. **(E)** Re-clustering of muscle stem cells shows 6 subclusters. **(F)** Heatmap of marker genes from each subcluster from I). **(G)** Bar plot of selected differentially enriched GO Term Biological Processes among downregulated genes in the Agonist+ATRA-treated MuSC cluster, found via EnrichR. **(H)** Scatter plot of differentially expressed reaction pathways across various metabolic subsystems found via Compass. Cohen's D test statistic is plotted on the x-axis. Opaque dots have a Wilcoxon-adjusted p-value < 0.1, translucent dots are not statistically significant.

**Supplemental Figure 6: Knockdown of Stra6 in C2C12 myoblasts activates P53 and lipid peroxidation.** **(A)** qPCR verification of knockdown of Stra6 using Lipofectamine RNAiMax delivery of 2 different siRNA sequences (IDT mm.Ri.Stra6.13.1 and mm.Ri.Stra6.13.2) into C2C12 cells. Upon quantifying the change in  $\Delta\Delta C_t$  and log2(expression fold change), Stra6 siRNA 2 (IDT mm.Ri.Stra6.13.2) was selected for further knockdown experiments. qPCR was run with 2 biological replicates and 2 technical replicates per condition. Statistical significance was found via t-tests comparing the log2(fold change) values for each siRNA to the empty lipofectamine vehicle control. **(B,C)** Quantification of lipid peroxidation via C11-Bodipy labeling (calculated as a ratio of red/green fluorescence; n = 3 wells per condition) and representative images showing unoxidized, membrane-localized lipids in red and Hoechst-counterstained nuclei (scale bars = 100  $\mu$ m; Stra6 knockdown cells on the right and negative control siRNA cells on the left). **(D)** Quantification of P53 mean fluorescence intensity (n = 6 image fields across 2 wells per condition) after siRNA knockdown of Stra6 (blue) or negative control (red). Comparisons made via t-test. Data are represented as averages across samples with error bars showing the S.E.M (\*: p<0.05, \*\*: p<0.01, \*\*\*: p<0.001, \*\*\*\*: p < 0.0001).

## SUPPLEMENTAL INFORMATION FOR METHODS

### *Stra6* siRNA Knockdown Efficiency in C2C12 Myoblasts

C2C12 myoblasts (ATCC CRL-1772) were seeded in a tissue culture-treated 24-well plate at a density of 1,000 cells/cm<sup>2</sup> in C2C12 growth medium (DMEM, 20% heat-inactivated FBS, without penicillin/streptomycin). Cells were allowed to attach for a few hours before introducing siRNAs. To test *Stra6* knockdown efficiency, cells were incubated with one of two different siRNA sequences from IDT (mm.Ri.Stra6.13.1 and mm.Ri.Stra6.13.2) or an empty lipofectamine control using Invitrogen's Lipofectamine RNAiMax Transfection Reagent (Cat. 13778075) and Gibco Opti-MEM I Reduced Serum Media (Cat. 31985070) according to the RNAiMax manufacturer's instructions. Transfection was performed in duplicate, and cells were incubated at 37°C and 5% CO<sub>2</sub> for 2 days. Cells were lysed directly in wells by pipetting up and down with 300  $\mu$ L of Qiazol. RNA precipitation with chloroform and 100% ethanol was performed as described above and the aqueous phase was transferred and further purified using the Qiagen miRNeasy Micro Kit according to the manufacturer's instructions. RNA quality and concentration was measured using a NanoDrop spectrophotometer and Qubit Fluorometer using the RNA High Sensitivity Assay kit. cDNA was synthesized using Invitrogen's SuperScript III First-Strand Synthesis System (with provided oligo dT primers) according to the manufacturer's instructions. RT-qPCR using *Stra6* and *Gapdh* primers was performed as described above with 2 technical replicates per sample and gene and 4 ng of template cDNA per reaction and run on the Applied Biosystems QuantStudio 3

Real-Time PCR System. *Stra6* Log<sub>2</sub>(Fold Change Expression) was calculated using the  $\Delta\Delta C_t$  method and IDT sequence mm.Ri.*Stra6*.13.2 was selected for further *Stra6* knockdown experiments due to its higher efficiency.

### ***Live-Cell Staining and Immunofluorescence Imaging From Stra6 Knockdown C2C12 Myoblasts***

JC-1 dye (Invitrogen Cat. M34152) for mitochondrial membrane potential was prepared by dissolving in DMSO to a stock concentration of 1  $\mu\text{g}/\mu\text{L}$ . MitoTracker Orange CM-H2TMRos (Invitrogen Cat. M7511) and MitoTracker Deep Red FM (Invitrogen Cat. 22426) were prepared by dissolving in DMSO to a stock concentration of 1 mM. CellMask Green Actin dye was dissolved in DMSO to a stock concentration of 1 mM. BODIPY 581/591 C11 Lipid Peroxidation Sensor (Invitrogen Cat. D3861) was prepared by dissolving in DMSO to a stock concentration of 10 mM.

12 mm-diameter glass coverslips for mitochondrial morphological imaging were prepared by washing with 70% ethanol and autoclaving, followed by carefully transferring into a 24-well plate with sterile forceps and incubating with 500  $\mu\text{L}$  0.1% bovine gelatin solution (Sigma Aldrich Cat. 9391 diluted in distilled water and autoclaved to dissolve) per well for 10 minutes at 37°C, aspirating, and air-drying before seeding cells.

C2C12s were seeded at a density of 1,000 cells/cm<sup>2</sup> either directly into a tissue culture-treated 24-well plate or onto glass coverslips coated in 0.1% gelatin within a 24-well plate. *Stra6* knockdown was performed as described above (using IDT mm.Ri.*Stra6*.13.2 and IDT NC-1 negative control siRNA). Cells were incubated for 72 hours after transfection.

Live cell staining was performed as follows: JC-1 staining was performed by incubating cells with a 1:1000 dilution of JC-1 stock dye and 1:1000 dilution of Hoechst solution (BD Biosciences Cat. 561908) in phenol-free, serum-free DMEM (Gibco Cat. 21063029) for 30 minutes at 37°C and 5% CO<sub>2</sub>. Mitochondrial ROS staining was performed by incubating cells with 500 nM of MitoTracker Orange CM-H2TMRos, 500 nM of MitoTracker Deep Red FM, and a 1:1000 dilution of Hoechst in phenol-free, serum-free DMEM for 30 minutes at 37°C and 5% CO<sub>2</sub>. BODIPY 581/591 C11 staining was performed by incubating with 10  $\mu\text{M}$  of BODIPY and a 1:1000 dilution of Hoechst in phenol-free, serum-free DMEM for 30 minutes at 37°C and 5% CO<sub>2</sub>. After incubation, stains were aspirated off and replaced with fresh phenol-free, serum-free DMEM and plates were returned to the incubator to equilibrate for 15 minutes. Cells were then imaged on an EVOS M7000 Imaging System with an onstage incubator at 37°C, 5% CO<sub>2</sub>, and 80% humidity. Images were analyzed in Fiji to find the mean fluorescence intensity of each channel.

Cells grown on coverslips were stained with 500 nM of MitoTracker Deep Red FM, 1  $\mu\text{M}$  of CellMask Green Actin dye, and a 1:1000 dilution of Hoechst in phenol-free, serum-free DMEM for 30 minutes at 37°C and 5% CO<sub>2</sub>. Cells were then fixed in 4% PFA in PBS for 15 minutes at room temperature and washed 3 times in PBS for 5 minutes. After aspirating off excess PBS, coverslips were mounted onto glass slides with a drop of ProLong Diamond Antifade Mountant, which was allowed to cure overnight at room temperature. Coverslips were then imaged on a Nikon A1si inverted confocal microscope at 60x magnification to visualize mitochondria within single cells. Images were analyzed in Fiji using the 3DSuite plugin to segment and measure mitochondria.

Remaining cells grown in 24-well plates were fixed in 4% PFA for 15 minutes at room temperature, then permeabilized with 0.1% Triton X-100 in PBS for 15 minutes at room temperature. Triton X-100 was aspirated off and cells were washed 3 times in PBS. Then, cells

were blocked for 1 hour at room temperature with 1% BSA, 1% goat serum, and 22.52 mg/ml in PBST. Blocking solution was aspirated off and cells were washed 3 times with PBST. Cells were then incubated overnight at 4°C with a 1:100 dilution of Rabbit IgG anti-P53 (Proteintech Cat. 10442-1-AP) and 1:50 dilution of PE-Mouse IgG1 anti-Ki67 (Santa Cruz) in 1% BSA in PBST. Primary antibodies were aspirated off and washed 3 times with PBST. Cells were then incubated for 1 hour at room temperature with a 1:500 dilution of Alexa Fluor 488 Goat anti-rabbit IgG (Invitrogen Cat. A11008) in 1% BSA in PBST. The secondary antibody was washed off and cells were washed 3 times with PBS before incubating with 1 µg/ml of DAPI in PBS and washing a final 3 times in PBS. Cells were then imaged on an EVOS M7000 Imaging System and were analyzed in Fiji to find the mean fluorescence intensity of each channel.

#### ***Seahorse Extracellular Flux Mito Stress Test Assay on Stra6 Knockdown C2C12 Myoblasts***

C2C12s were seeded in a Seahorse XFe96 Cell Culture Microplate at a density of 700 cells/well and allowed to attach for 1 hour before Stra6 knockdown was performed (using IDT mm.Ri.Stra6.13.2 and IDT NC-1 negative control siRNA) as described above using the Lipofectamine RNAiMax instructions for 96-well plate volumes. After 2 days of incubation at 37°C and 5% CO<sub>2</sub>, the Seahorse XF Cell Mito Stress Test (Agilent Cat. 103015-100) assay was performed according to the manufacturer's protocol. Assay medium was prepared using the Seahorse XF DMEM assay medium pack (Agilent Cat. 103680-100) with 1mM pyruvate, 2 mM glutamine, and 10 mM glucose. Cells were equilibrated with assay medium for 1 hour at 37°C in a non-CO<sub>2</sub> incubator before assembling with the hydrated sensor cartridge. Oligomycin, FCCP, and Rotenone/Antimycin A were prepared in assay medium and loaded into the injection ports of the hydrated sensor cartridge to achieve final assay working concentrations of 1 µM, 2 µM, and 0.5 µM, respectively. The assay was run on an Agilent Seahorse XFe96 Extracellular Flux Analyzer using the Mito Stress Test template on the Seahorse Wave software. After the assay, cells in each well were fixed with 4% PFA in PBS for 15 minutes at room temperature, washed 3 times in PBS, incubated with 1 µg/mL of DAPI in PBS for 10 minutes at room temperature, and imaged at 4x on an EVOS M7000 Imaging System to count total cells per well for normalization of oxygen consumption and extracellular acidification rates. The Wave software was used to normalize and analyze flux data and generate output parameters, which were then plotted in R with ggplot2.

#### ***Stra6 Immunofluorescence Imaging on Young and Aged Muscle Stem Cells***

MuSCs were isolated via MACS as described above from young (n=2 C57BL/6 females, 3-4 months old, pooled) and aged (n=2 C57BL/6 females, 22 months old, pooled) mice. A 96-well plate was coated with CellTak as described above. Cells were seeded, adhered by spinning the plate down at 100 RCF for 1 minute, fixed in 4% PFA in PBS for 15 minutes at room temperature, and washed 3 times in PBS. Cells were permeabilized with 0.1% Triton X-100 in PBS for 15 minutes at room temperature and washed 3 times in PBST. Cells were then blocked with 1% BSA, 1% goat serum, and 22.52 mg/mL of glycine in PBST for 1 hour at room temperature and washed 3 times with PBST. Cells were incubated overnight at 4°C with a 1:100 dilution of Rabbit IgG anti-Stra6 (Proteintech Cat. 22001-1-AP) in 1% BSA in PBST. Primary antibody was then aspirated, and cells were washed 3 times with PBST. Cells were then incubated with Alexa Fluor 488 Goat anti-Rabbit IgG (Invitrogen Cat. A-11008) in 1% BSA in PBST for 1 hour at room temperature. Cells were washed 3 times with PBS and incubated with 1 µg/ml of DAPI in PBS for 10 minutes at room temperature before imaging on an EVOS M7000 Imaging System and analyzing mean fluorescence intensity of Stra6 signal in Fiji.

### ***Treatment of C2C12 Myoblasts with Rary, Rxr $\alpha$ agonists and ATRA***

C2C12 myoblasts were seeded in a tissue culture-treated 24-well plate at a density of 1,000 cells/cm<sup>2</sup> in C2C12 growth medium (DMEM, 20% heat-inactivated FBS, 1x penicillin/streptomycin). 100  $\mu$ M stocks of CD3254 (Rxr $\alpha$  agonist, Tocris Cat. 3302), BMS961 (Rary agonist, Tocris Cat. 3410), and all-trans Retinoic Acid (ATRA; Fisher Scientific, Cat. AC207341000) were prepared in DMSO. After cells attached, media was replaced with fresh C2C12 growth medium containing 100 nM of CD324, BMS961, and ATRA or an equal DMSO vehicle control (0.3% DMSO v/v). Cells were incubated for at least 2 days with daily supplementation of fresh media containing ATRA and agonists.

For RT-qPCR of *Strat6* expression after 2 days of treatment, cells were lysed in 250  $\mu$ L of Qiazol, RNA was isolated using the miRNeasy Micro kit, cDNA synthesis was performed using the SuperScript III First-Strand Synthesis System, and RT-qPCR was performed to measure *Strat6*, *Rarg*, *Rarb*, *Pparg*, and *Ndufa2* expression relative to *Gapdh* (Table 1).

For the Seahorse Extracellular Mito Stress Test assay, C2C12s were seeded in a Seahorse XFe96 Cell Culture Microplate at a density of 700 cells/well and treated with agonists and ATRA or DMSO as described above. After 2 days of treatment, cells were switched to assay medium, and the Mito Stress Test assay was performed as described above.

### ***Treatment of Young Muscle Stem Cells with Rary, Rxr $\alpha$ agonists and ATRA***

Pax7<sup>CreERT2</sup>-Rosa26<sup>CAG-LSL-EGFP-3xHA-OMM</sup> or Pax7-MitoTAG mice (n=4, 3-5 months old) received daily injections of tamoxifen for 5 days to label the outer mitochondria membrane of MuSCs with an enhanced green fluorescence protein (EGFP). Cells were then isolated via MACS as previously described.<sup>(82)</sup> A 96-well plate with a glass bottom (Cellvis Cat. P96-1.5H-N, was coated with poly-l-lysine (Sigma Cat. P4832, 100  $\mu$ g/ml in distilled water) for 30 minutes, rinsed 3x2 min with water and allowed to air dry for 30 minutes. The glass was then incubated with type I rat tail collagen (Gibco Cat. A1048301, 50  $\mu$ g/ml in 20 mM of acetic acid) for 1 hour and rinsed 3x2 min with PBS. MuSCs were seeded at a density of 5,000 cells/well in myoblast growth medium and allowed to attach overnight at 37°C and 5% CO<sub>2</sub>. The following day, myoblast growth medium was supplemented with 100 nM each of CD324, BMS961, and ATRA or an equal DMSO vehicle control (0.3% DMSO v/v) and medium with supplements was replenished daily for a total of 3 days in supplemented medium. After this, cells were incubated for 24 hours with EdU (5-ethynyl-2'-deoxyuridine) to assess alterations in MuSC proliferation with and without treatment. After incubation, cells were fixed with 4% PFA in PBS. Labeling of EdU<sup>+</sup> cells was done following manufacturer's instructions. Signal of EGFP in the mitochondria of MuSCs was further amplified by incubating the cells with a rabbit IgG GFP antibody (Abcam Cat. Ab13970, 1:500) overnight at 4°C and secondary incubation with Alexa Fluor 488 goat-anti rabbit (1:500) for 2 hours at room temperature. MuSCs were then incubated with DAPI for 10 min.

MuSCs were imaged at 40X using a CSU-W1 SoRa Spinning-Disk Confocal Microscope to profile EdU labeling across wells (n=18-20 image fields per well, 6 wells per condition). Z-stacks of single MuSCs were obtained with a 100X objective with Super-resolution mode to visualize individual mitochondrias. Cell density of EdU<sup>+</sup> cells was manually quantified using Fiji. Three-dimensional measurements of individual mitochondria were done using the Mitochondria Analyzer plugin in Fiji (n=10 cells/well, 5-6 wells analyzed per condition) (83).

### ***Treatment of Aged Muscle Stem Cells with Rary, Rxr $\alpha$ agonists and ATRA***

MuSCs were isolated from 2 aged female C57Bl/6 mice (24 months old) via MACS as described above. A 96-well plate was coated with type I rat tail collagen as described above. Cells were seeded at a density of 4,000 cells/well in myoblast growth medium and allowed to attach overnight. Starting the following day, cells were treated with the agonists and ATRA as described above.

Immunofluorescence labeling of Stra6, MyoD, and 8-OHdG was performed after fixation with 4% PFA in PBS as described above and imaging was done on an EVOS M7000. Mean fluorescence intensity was analyzed in Fiji.

Live-cell staining and imaging of MitoTracker Orange CM-H2TMRos and MitoTracker Deep Red FM after treatment was performed as described above.

### ***In Vivo Treatment of Aged Muscle with Rary, Rxra agonists and ATRA***

Intramuscular injections were prepared by solubilizing 130  $\mu$ M each of ATRA, CD324, and BMS961 in sterile PBS with 0.6% DMSO v/v. Vehicle controls were prepared by dissolving 0.6% DMSO v/v in sterile PBS. Aged female C57Bl/6 mice (22-24 months old) were anesthetized via isoflurane inhalation and administered injections in the tibialis anterior (10  $\mu$ L), gastrocnemius (30  $\mu$ L), and/or quadriceps (50  $\mu$ L). Injections were repeated every other day for a total of 3 days of injections. After the final day of injections, mice were allowed to recover for 3 days before being euthanized for muscle harvesting and processing. Cell suspensions from digested muscle were prepared as above and were either submitted for single-cell RNA sequencing (below) or purified for MuSCs using MACS as above. Isolated MuSCs were seeded on CellTak-coated 96-well plates and stained for MitoTracker Orange CM-H2TMRos, MitoTracker DeepRed, and Stra6 as described above. Images were acquired on an EVOS m7000 imaging system and analyzed with FIJI.

### ***Single Cell RNA Sequencing of Treated Aged Muscles***

Aged female C57Bl/6 mice (24 months old) were given injections of ATRA, CD324, and BMS961 cocktail or vehicle control into the tibialis anterior, gastrocnemius, and quadriceps in both hindlimbs (n=2 per treatment) as described above. Mice were then euthanized, and the quadriceps and gastrocnemius muscles were dissected and digested to prepare a single cell suspension as described above. Cells were incubated with 1:1000 Propidium Iodide solution prior to sorting on a Sony MA900 cell sorter. PI<sup>+</sup> live cells were collected and biological replicates were pooled for sequencing. Libraries were prepared using the 10x Genomics Chromium Single Cell 3' High-Throughput kit v3.1 and sequenced on an Illumina NovaSeq X using the 10B 300 cycle kit and a 2 x 150 bp run configuration, targeting 50,000 reads per cell. All libraries were processed and sequenced at the same time to reduce batch variation.

### ***Single Cell RNA-Seq Data Processing***

Raw sequencing data was converted to demultiplexed fastq files using Illumina's BCL Convert conversion software (v4.0). Fastq files were aligned to the mm10 genome using CellRanger v7.2.0.

Filtered feature-barcode matrices were imported into R and further processed with Seurat v4.4.0 (84). Low-quality cells and contaminating red blood cells were filtered out of the data by selecting for cells with 300-5000 features per cell, fewer than 20% mitochondrial (genes starting with "mt-") reads, and fewer than 0.25% hemoglobin (genes starting with "Hbb-") reads. The sample datasets were then merged and normalized using SCTransform. PCA and UMAP dimensionality

reductions were performed on the merged object and clusters were plotted by sample group to check for batch effects between the two libraries.

The filtered, separate Seurat objects underwent doublet removal using the DoubletFinder v2.0.4 package (85). An estimated doublet rate of 7.5% and a pN value of 0.2 were used to predict and filter out doublets. The filtered singlets were saved to as new Seurat objects. After initial QC filtering and doublet removal steps, we recovered 6,953 cells from the control samples and 6,906 cells from the ATRA/BMS961/CD3254-treated samples.

Singlet Seurat objects were merged, normalized using SCTransform, and clustered using PCA and UMAP dimensionality reductions again. The FindAllMarkers() function was called to identify marker genes between the clusters for cell type annotation. Cell types were annotated manually based on previously published single cell gene expression data (86). Cluster proportion testing was performed using the scProportionTest package to calculate log2FoldDifference of cell populations between the treated and control samples (87).

To find differentially expressed genes within the MuSC cluster between the two treatments, the MuSC cluster was subset out and the RNA assay was used to run the FindMarkers() function using DESeq2 as the test method. Differentially expressed genes were analyzed further with the EnrichR package for gene set enrichment analysis (GSEA) using the GO, KEGG, Reactome, and WikiPathways databases (88).

### ***Single Cell Genome-Scale Metabolic Flux Analysis with Compass***

Compass was used to estimate fluxes in metabolic pathway reactions based on single-cell gene expression data and the RECON2 metabolic model(49). Briefly, the MuSC cluster was subset, and the RNA assay data slot was exported as a .mtx file, along with .tsv files of cell barcodes and gene names according to Compass documentation. The Compass algorithm was run using Python 3.8 and IBM CPLEX Optimization Studio v22.11. The resulting reaction penalties matrix was used for differential analysis of metabolic reaction fluxes and subsystems using the Jupyter Notebook provided in the Compass documentation.

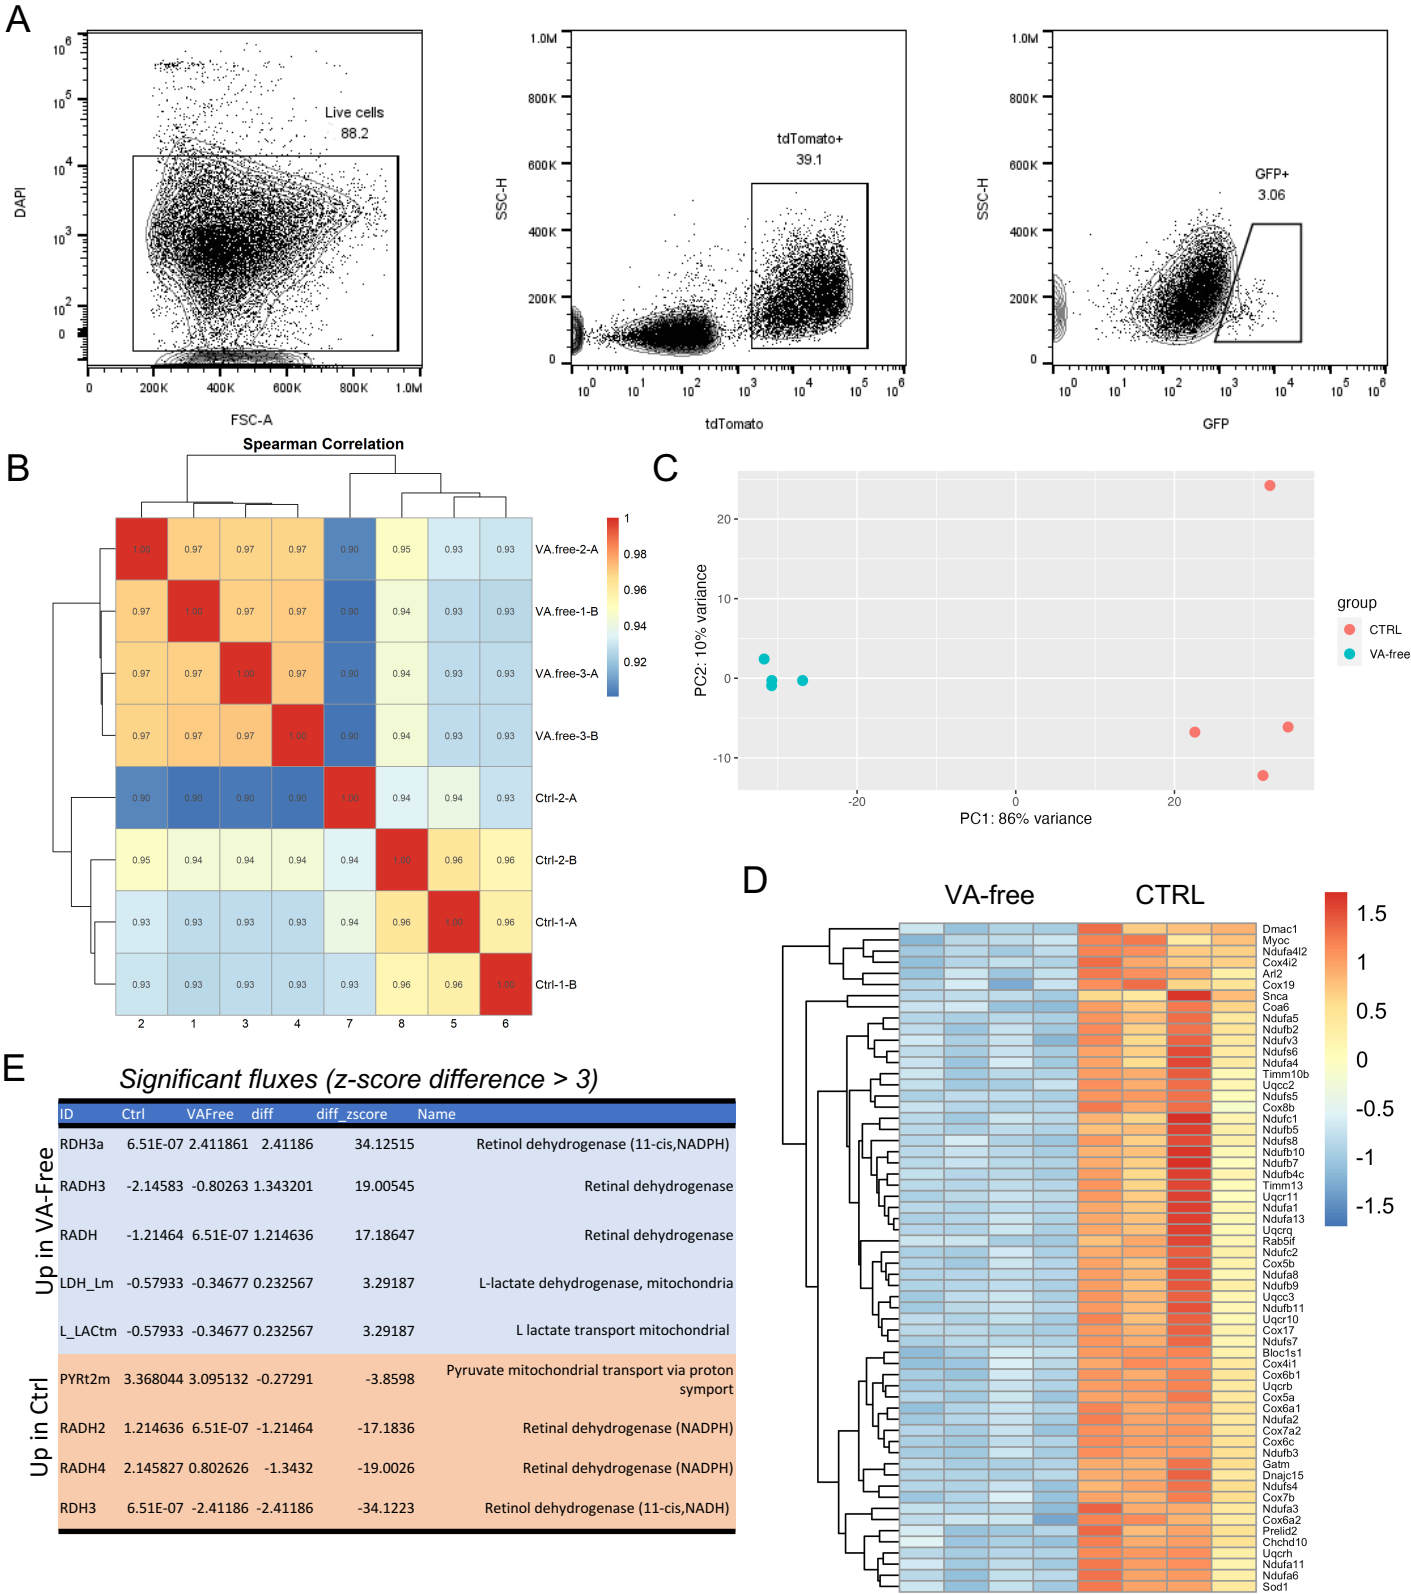

Supplemental Figure 1

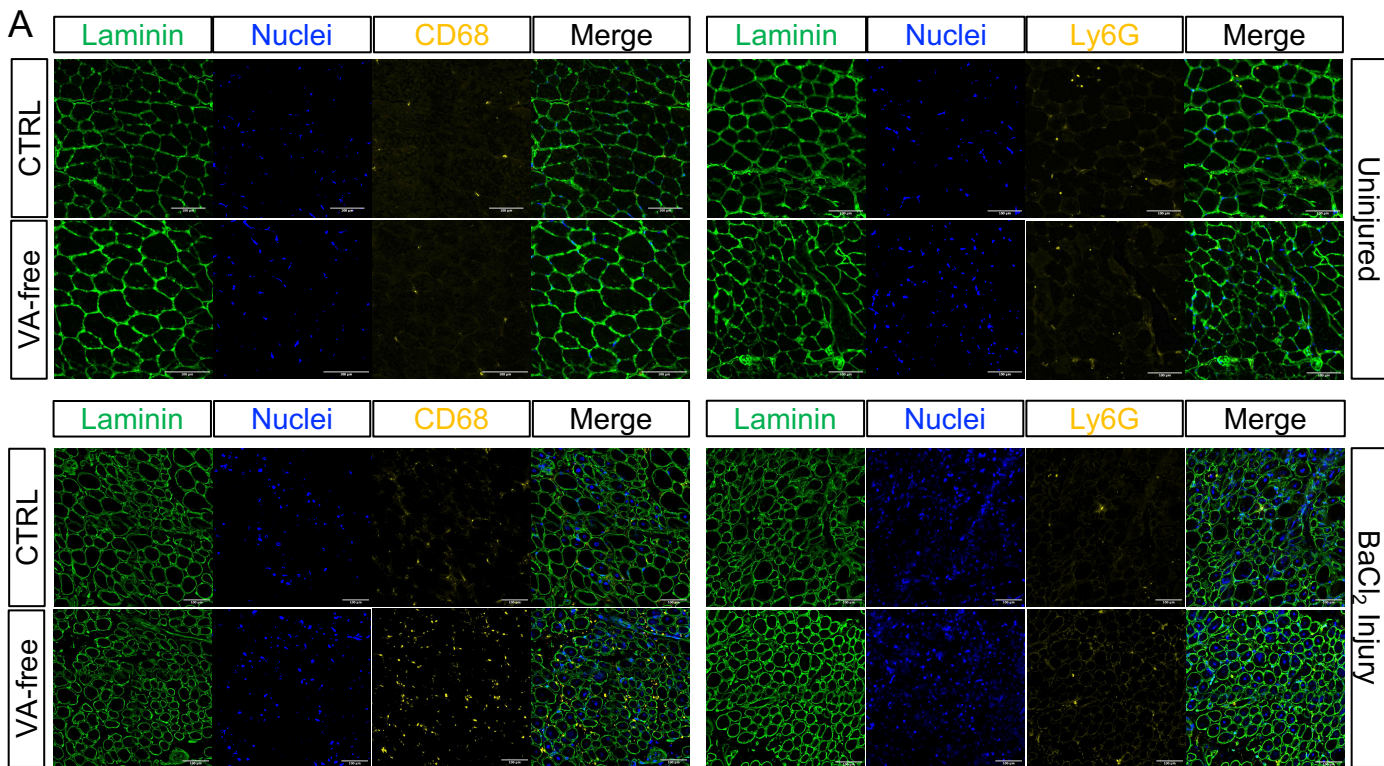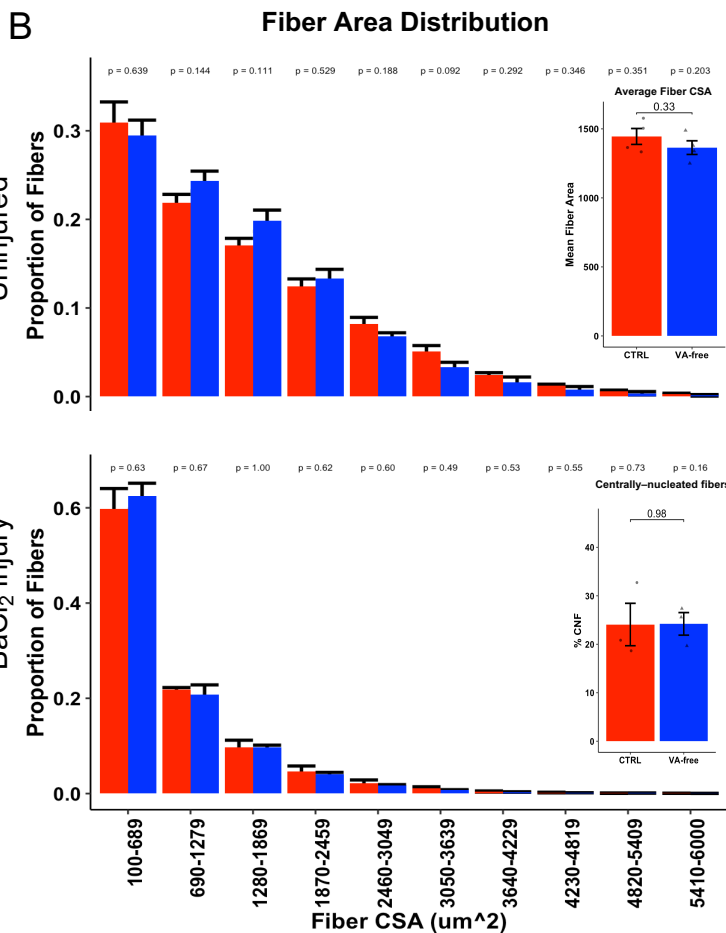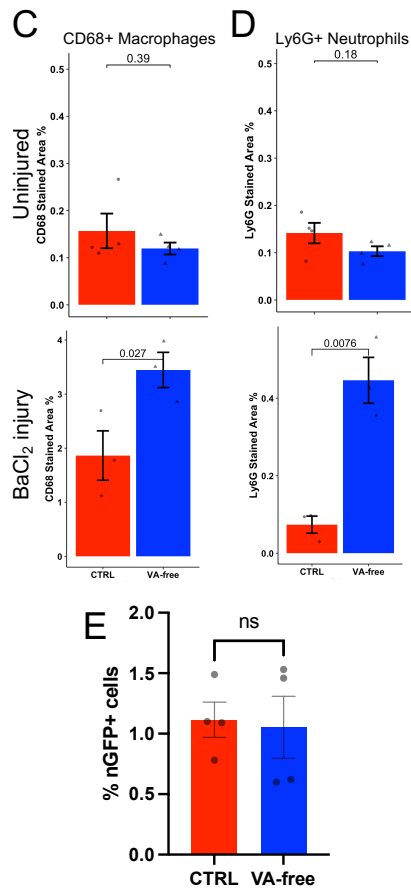

Supplemental Figure 2

A

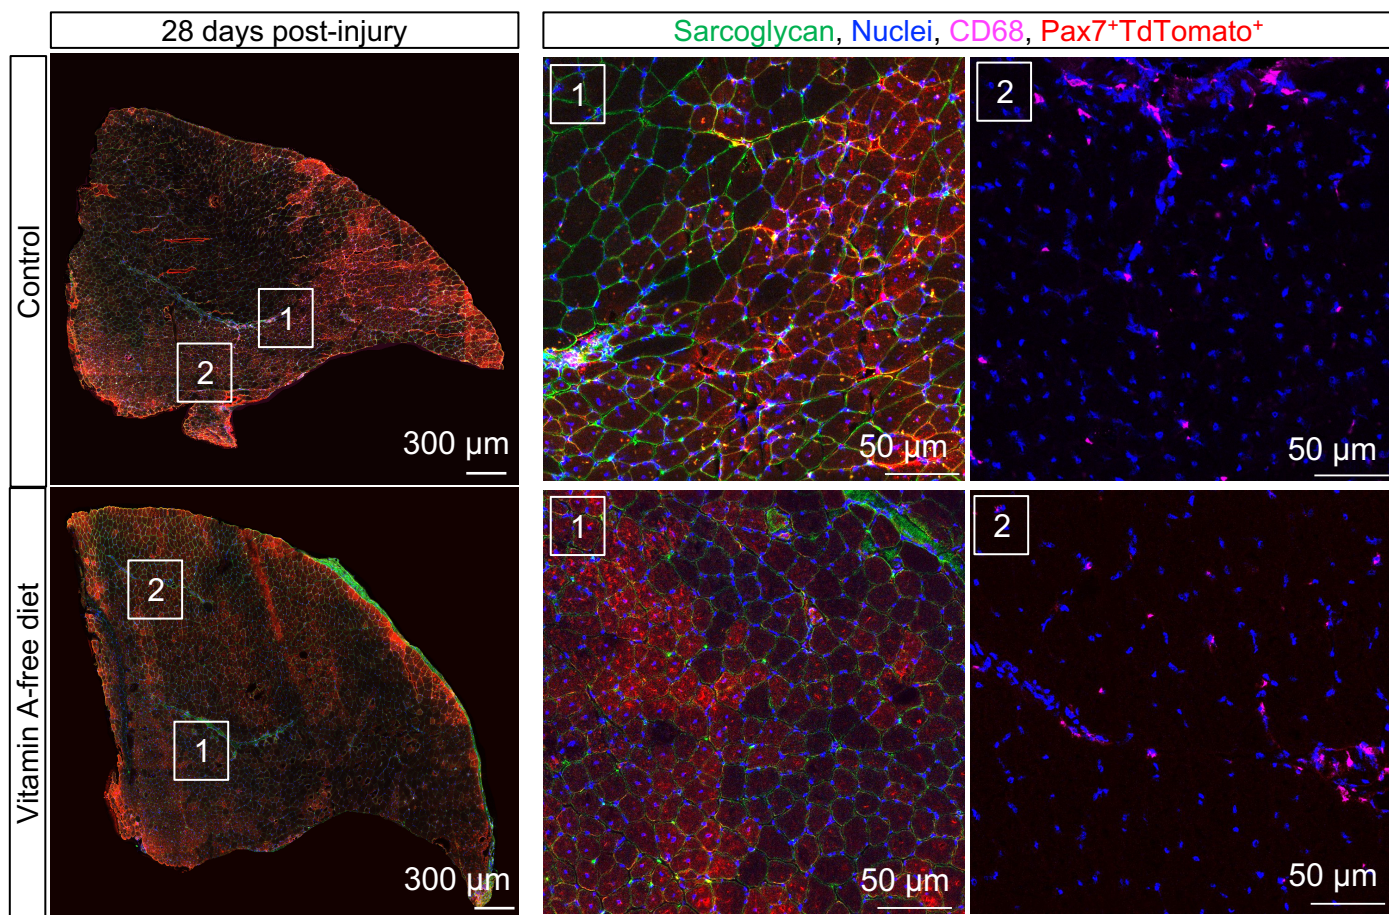

B

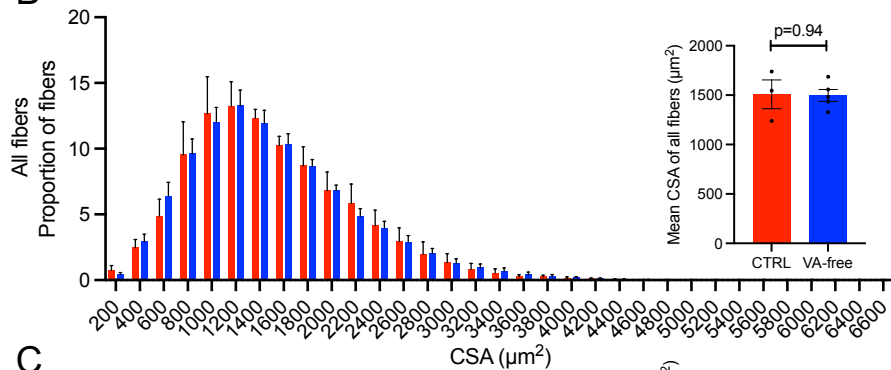

D

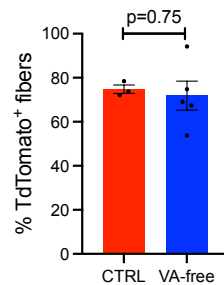

E

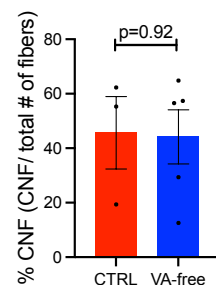

C

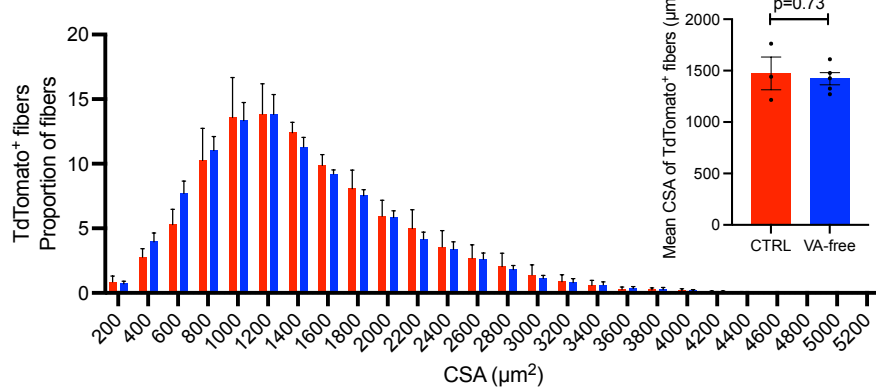

F

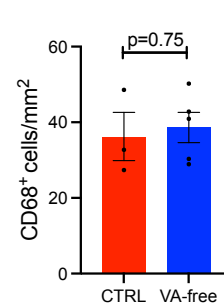

G

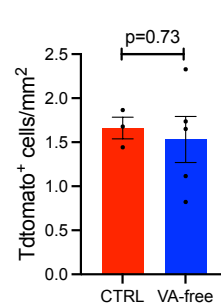

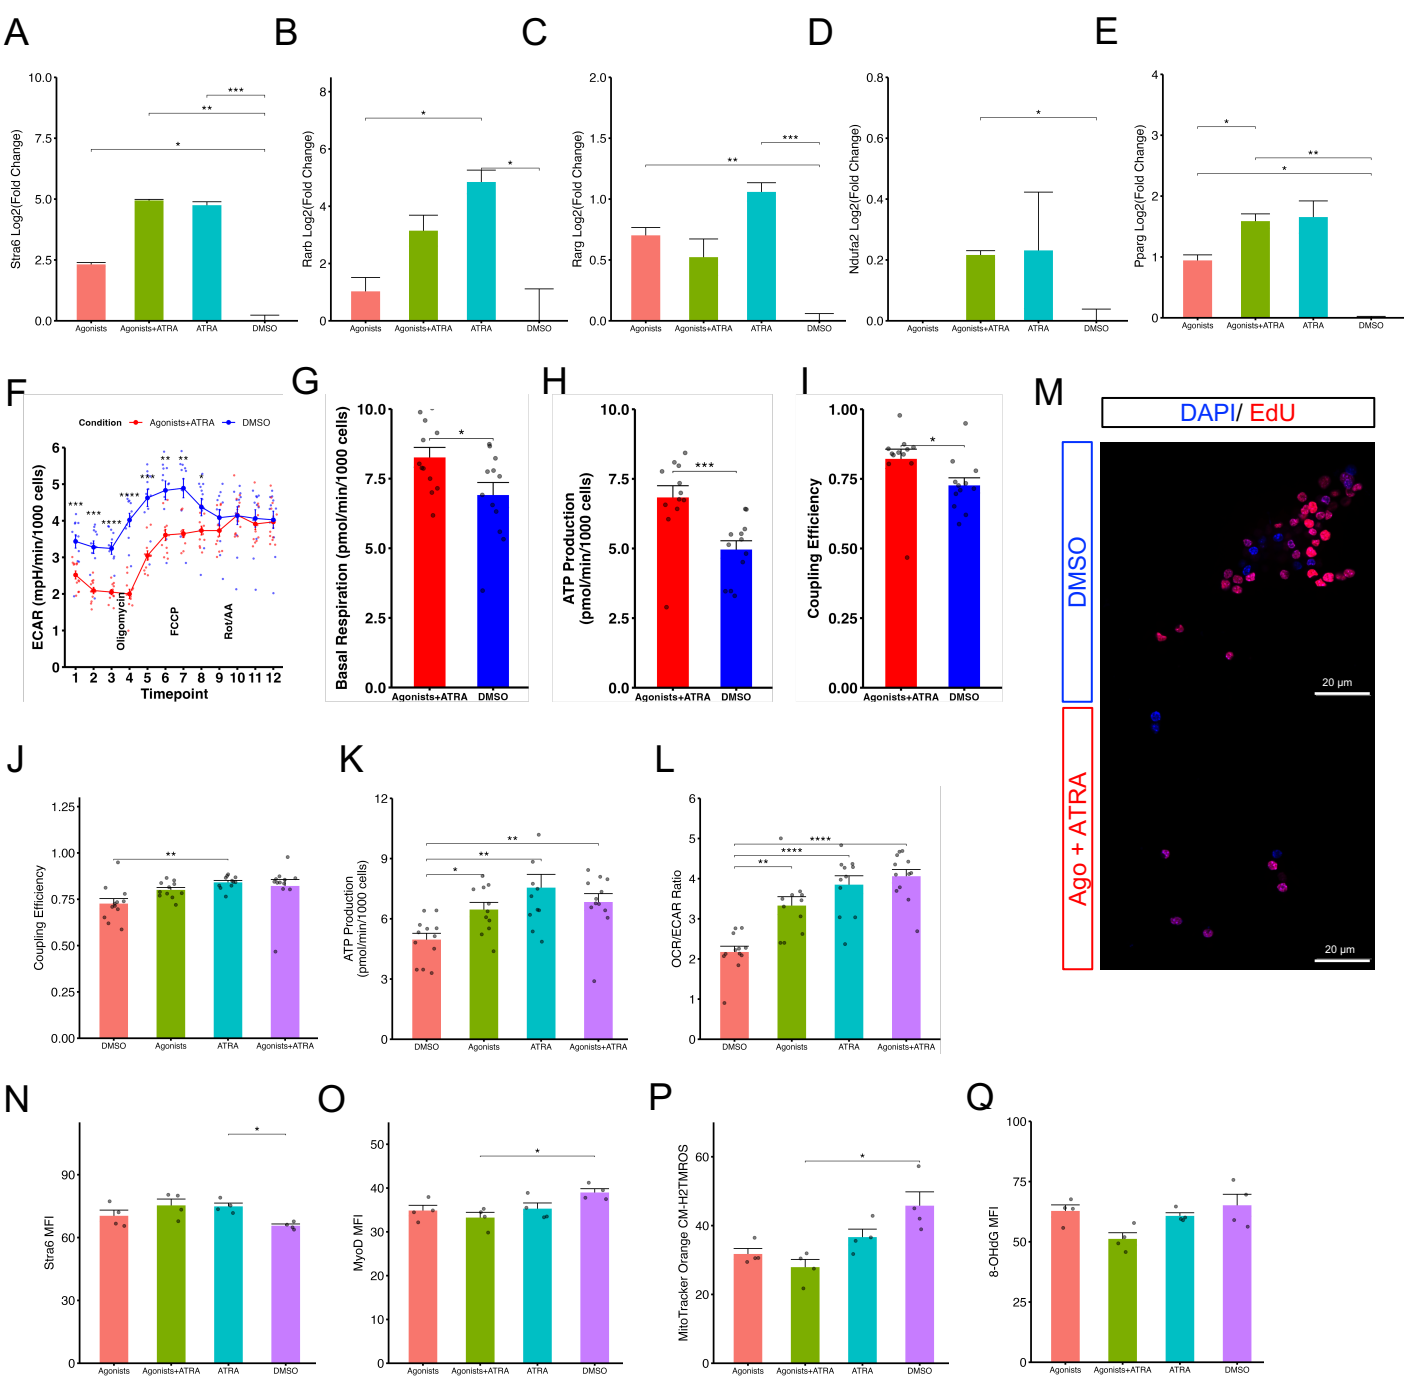

**Supplemental Figure 4**

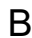A

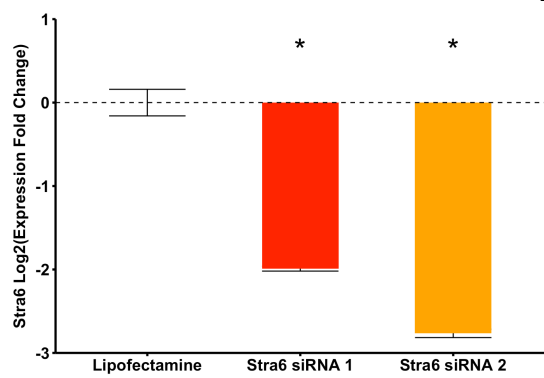

B

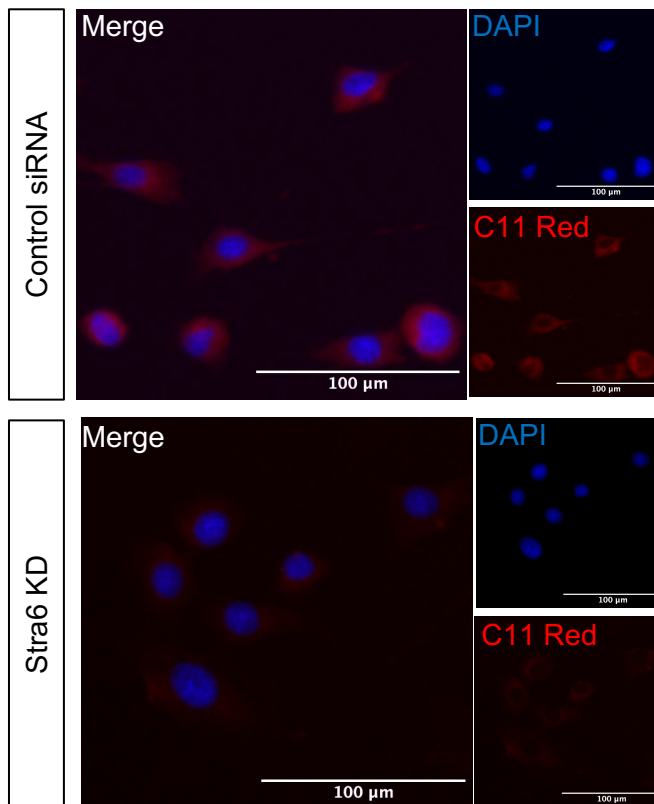

C

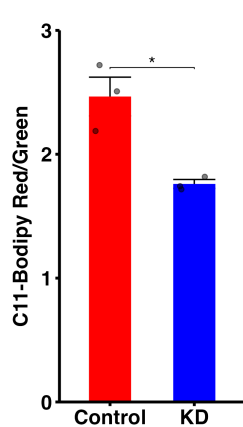

D

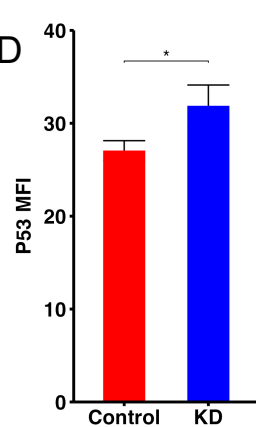

Supplemental Figure 6

How the deposited data were processed for this re-analysis (not part of the article)

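RNA was measured in sorted MuSCs of 3 mice on the VA-free diet and 2 mice on the control diet, in 8 libraries. The authors made the estimated counts by pseudo-alignment of 75 bp reads to the Ensembl 96 transcripts of GRCm38 with Kallisto, and deposited them per transcript and library without normalization. The authors' deposited TPM values are the same estimates scaled by effective transcript length to the same total in each library, so they keep no depth. The paper's methods name tximport and DESeq2 for the comparison and goseq for GO terms.

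Estimated counts were added per gene, added over the technical replicates of a mouse and rounded to whole numbers. Between 0.647% and 0.756% of the counts of a library lay on transcripts without a gene and stayed out of library sizes and tests. The total was between 45021285 and 88650428 per VA-free library (median 52794699) and between 44831232 and 53029345 per control library (median 52290679). At this depth counting error is small for abundant genes, whereas genes such as Stra6 and Crabp1 rest on few counts in the VA-free libraries.

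The diets were compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, its expression filter, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05). The standard error of a log2 fold change is its size divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and with an estimated correlation as alternatives, and with Fisher's exact test, one-sided, against the 17997 genes tested. The 13 lists were written by hand, since no GO annotation was used here. The alternatives were other normalizations, filters and tools (DESeq2 1.42.0 and limma-voom included), other ways to treat the technical replicates, length and GC corrections, TPM with a pseudocount of 1 or 0.1, the replicate number as a block, and leaving out each mouse or library. The design, the lists, the alternatives apart from a robust fit, and the rule for the genes named were set before the data were examined. By this rule the text names the genes the paper names, up to 4 of the most abundant members of a list or those past the threshold, and the 5 largest rises and 5 largest falls among genes with a mean of at least 10 CPM and no overlap between the diets. A result that falls under this rule is not reported here. Some comparisons were run before the simulated test described next, and the genes checked under every alternative were extended to 54 after values had been seen.

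On simulated counts with 200 changed genes among 17997, edgeR called 181 of the changed genes and 11 unchanged ones, and DESeq2 163 and 19. On the same counts limma-voom called 126 and 33, and limma on log2 values called 173 and 13. In this single run, with the same dispersion of 0.02 for every gene, the share of wrong calls was above the nominal level of 0.05 for all 4. It was highest for limma-voom and next for DESeq2. Simulated libraries of a mouse were made by splitting its counts, without technical noise, and DESeq2 on 8 libraries was not simulated. The order of the tools may therefore not hold for the real counts. Removing the length trend took the slope of the simulated log2 fold change on log2 length from -0.192 to -0.004. The metabolic flux model was not rerun. Marker lists for fibro-adipogenic progenitors, endothelial cells, pericytes and smooth muscle, macrophages and monocytes, myofibers, Schwann cells, tenocytes, erythroid cells and MuSCs, and a list of dissociation and immediate early genes, were used as checks.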

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

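The tests of the length trend and of the GC trend of a single library were chosen only after the result was seen. Each value called log2 CPM below, marker lists included, is on the scale of log2(CPM + 1). Within the 4 libraries of each diet, 140 groups of values were tested for a library far from the others, and 14 were found, where 7 are expected by chance. The number depended on which genes were included, and the list of genes was changed after a shorter one had been looked at. Technical replicates of 1 mouse are not independent, which makes a single library of another mouse stand apart more easily.

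Control 2A stood apart in 5 groups. Its mean log2 CPM of Schwann cell markers was 3.98 (4.63 to 4.75 in the other control libraries), and its log2 CPM was 1.86 for Aldh1a3 (3.24 to 3.36), 8.68 for Mpc1 (7.13 to 7.39), 8.16 for Rac1 (8.5 to 8.55) and 13.62 for mt-Co1 (12.78 to 12.89). Control 2A and 2B came from 1 mouse, so a difference between mice is excluded for this pair. Library size is argued against, since the libraries held 53025084 and 53029345 counts and the root mean square difference between 2A and 2B was 0.891 after thinning to the shallowest library. The length trend as the whole source is argued against as well, since the difference was still 0.817 once the trend of each library was removed. Control 2A also had the strongest GC trend, with a Spearman correlation across genes between GC content and its relative level of -0.276 (-0.005 to 0.135 in the other libraries), and as the whole source this is argued against by a difference of 0.809 once the GC trend of each library was removed. What sets 2A apart stays open, and the spin column, the cDNA and the library were not tested.

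VA-free 2A stood apart in 5 groups, with a mean log2 CPM of tenocyte markers of 3.09 (3.81 to 3.95 in the other VA-free libraries) and a log2 CPM of 10.96 for Col5a3 (10.88 in the others), 10.15 for mt-Co1 (10.58 to 10.63), 7.6 for Myog (8.33 to 8.43) and 6.93 for Actc1 (7.82 to 7.96). It is the only library of its mouse, so the mouse and the library are confounded and no explanation was tested.

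The other 4 were control 1B for Ldhd, at a log2 CPM of 0.86 (1.36 to 1.41), control 1B for Taldo1 at 7.52 (7.36 to 7.39), VA-free 3A for Rdh13 at 4.11 (4.25 to 4.26) and VA-free 1B for Des at 9.95 (10.19 to 10.2). These differences were small, and no explanation of them was tested.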

How the results depend on the processing

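The robust fit was the only alternative chosen after values were seen, and it gave 7445 genes. Of 1507 values for 54 genes, 1344 kept their direction and their side of the threshold, 59 lost the call, 46 gained one, 37 changed sign and 21, from fits without a test, moved by more than their standard error. Unless a sentence says otherwise, the cause of a change was not tested.

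The 9 fits that left out a VA-free mouse or 1 library of a mouse with 2 gave from 4476 to 7744 genes past the threshold, with 4476 without control 2B, of which 4385 were among the 7459. Genes higher with a log2 fold change above 1 were from 924 to 1726, with 924 without control 2A. Leaving out a control mouse leaves 1 on that diet, so no calls were made there, and list medians and fold changes cover these 2 fits as well. List medians ranged from -1.54 to -1.06 for nuclear OXPHOS, -2.74 to -2.42 for mitochondrially encoded OXPHOS, -0.99 to -0.57 for assembly (-0.57 without control 2A), -0.64 to -0.38 for membrane organization, -0.54 to 0.2 for cell cycle (0.2 without control mouse 2 and -0.54 without control mouse 1), 0.76 to 1.15 for quiescence, -0.13 to 0.06 for the myogenic list (0.06 without VA-free mouse 2), -0.13 to 0.0 for fatty acid oxidation (0.0 without VA-free mouse 2) and -1.28 to -1.02 for senescence. The log2 fold change ranged from -0.07 (without VA-free mouse 2) to 0.4 (without control 1A) for Ldhd, -0.12 (without control 2A) to 0.12 (without control 1B) for Rdh5, -0.07 (without control 2A) to 0.17 (without control 2B) for Rdh10 and -0.22 (without control 2B) to 0.1 (without control 2A) for Sdha.

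With TPM the median of all genes shifted by 0.192 (pseudocount 1) and 0.354 (pseudocount 0.1), and 68.7% and 69% of the calls were higher, against 45.6% with counts. TPM and a pseudocount of 1 gave 2511 genes above 1 and 1228 below -1, and medians of -0.09 for ROS detoxification, 0.23 for cell cycle, 0.29 for the myogenic list, 0.42 for fatty acid oxidation, 0.18 for pentose phosphate and 0.08 for the RA pathway. The log2 fold change was then 0.22 for Rdh11, 0.28 for Rac1, 0.42 for Sdha and 0.0 for Acta1. With a pseudocount of 0.1 there were 3382 genes above 1, and the values were -0.09, 0.24, 0.29, 0.45, 0.18 and 0.23 for the same lists and 0.23, 0.28, 0.42 and 0.0 for the same genes. Relative to the shift of all genes, the rises of cell cycle, pentose phosphate, RA pathway, Rdh11 and Rac1 were small or absent.

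With the length trend of each mouse removed, 5310 genes passed, 4487 of them among the 7459, and 767 were above 1. The medians were -0.07 for membrane organization and -0.1 for ROS detoxification, neither of them called, 0.23 for the myogenic list, 0.01 for fatty acid oxidation and 0.09 for pentose phosphate, and the log2 fold changes -0.1 for Ldhd, -0.39 for Rdh10, 0.07 for Rac1 and -0.18 for Vcp. Camera with an estimated correlation called no list, with the same medians of -1.28 for nuclear OXPHOS, -2.56 for mitochondrially encoded OXPHOS, -0.93 for assembly, -0.44 for membrane organization, -0.48 for ROS detoxification, 1.1 for quiescence and -1.12 for senescence. fry called the RA pathway, with its median of -0.19.

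With 1 library per mouse, the last letter gave 723 genes above 1 and log2 fold changes of -0.23 for Rdh5, -0.04 for Rdh10 and 0.1 for Sdha, and the first letter a median of 0.0 for the myogenic list. DESeq2 on 8 libraries gave 0.04 for fatty acid oxidation and 0.01 for Sdha, and average transcript length offsets gave 0.05 and 0.01. Rdh5, at 0.00, was at -0.01 with RLE factors, -0.03 with upper-quartile factors, -0.02 without a filter, -0.02 with at least 10 counts in every mouse, -0.01 with DESeq2 on 5 mice and -0.01 with the GC trend removed.

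Ratios of found to expected genes without the fold change threshold were 0.24 for cell cycle (now called) and 0.96 for pentose phosphate among higher genes, and 2.42 for ROS detoxification (now called), 1.09 for macroautophagy, 1.02 for fatty acid oxidation and 1.61 for pentose phosphate among lower genes. With DESeq2 on 8 libraries they were 3.28 for the myogenic list (higher, now called), 1.06 for cell cycle (lower) and 2.43 for the RA pathway (lower, now called). Against random lists matched on length they were 0 for nuclear OXPHOS (higher, no longer called), 3.35 for the myogenic list (higher, now called), 1.53 for fatty acid oxidation (higher) and 1.59 for membrane organization (lower, no longer called).

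The lowest correlation was 0.9054 over all genes with a count, 0.617 over genes with a mean of at least 10 CPM and 0.7282 over transcripts. The first principal component held 51.39% over all expressed genes and 86.25% with variance stabilized values.

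Mice 1 and 2 of each diet share only a number, since the correlation of the deviations of same-numbered mice was -0.065 and 0.01. With the replicate number as a block, 5242 genes passed, and the log2 fold change was -0.07 for Rdh5 and -0.01 for Rdh10.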

Differences from the paper's values

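No test was chosen only after the result was seen in the comparisons with the paper, apart from counting the genes with a log2 fold change above 1 either way, looking at pairs of libraries of the same diet, and setting MuSC markers beside the quiescence list.

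The paper's count of differentially expressed genes is 4149, and 7459 were found. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's with 8 libraries as separate samples in edgeR (6219), 1 library per mouse by first letter (5113) or last letter (6144), the length trend removed (5310), the replicate block (5242), without VA-free mouse 1 (5606), 2 (5953) or 3 (5659), and without control library 1A (6144) or 2B (4476). The other alternatives did not close the gap, DESeq2 on 8 libraries with average transcript length offsets (7547) among them. Requiring a log2 fold change above 1 or below -1, a count looked at after seeing the values, gave 4069 genes, and 4367 with DESeq2 on 8 libraries.

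The paper gives correlations of at least 0.93 between libraries, and the lowest found was 0.8774, with none of the alternatives closing the gap. Over pairs of libraries of the same diet, a limit considered after seeing the values, the lowest was 0.9278, which rounds to the paper's 0.93. For VA-free 1B and control 2A the paper's value is about 0.90 in Supplemental Figure 1B, read by eye, against 0.878. Over all genes with a count in any library it was 0.9057, which closes that gap, and the other alternatives did not.

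In Figure 2C the paper's adjusted p, as minus log10 and read by eye, is about 5.6 for Stra6, about 8.6 for Crabp1, about 1.9 for Rdh12 and about 12 for Aldh1a3. The values found were 2.13, 2.34, 1.17 and 3.38 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2 on 8 libraries as separate samples they were 5.55 for Stra6, 8.54 for Crabp1 and 1.94 for Rdh12, within 1.5 times the paper's p, and no other alternative closed those gaps. For Aldh1a3 none did, and DESeq2 on 8 libraries gave 12.2.

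The paper shows Rdh12 as different between the diets in Figure 2C. The log2 fold change of Rdh12 was not called here, with an adjusted p of 0.0673 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and it was called with at least 10 counts in every mouse (0.0453), DESeq2 on 5 mice (0.0262), DESeq2 on 8 libraries (0.0115), limma-voom (0.035) and without VA-free library 3B (0.044), within a range of 0.0115 to 0.184.

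The paper reports Il6, Il15 and Ccl4 as detected in MuSCs of the VA-free diet, and their log2 fold changes here were -2.51, -2.52 and -3.82. The paper reports pyruvate kinase as enriched on the control diet, and the log2 fold change of Pkm was 0.15. The paper reports autophagy among overrepresented terms, and 7 macroautophagy genes were found where 4.41 were expected. It reports cell cycle and ROS regulation among underrepresented terms, and neither list passed among genes with a log2 fold change above 1. Without the fold change threshold cell cycle did pass among the higher genes, with 2 of 45 found where 8.51 were expected (Fisher's exact test, one-sided, adjusted p = 0.0338, within a range of 0.0338 to 0.707 over 3 alternatives). ROS detoxification did not pass among the higher genes (3 found, 6.24 expected) but was overrepresented among the lower genes, with 18 of 33 found where 7.44 were expected (adjusted p = 0.000167 from Fisher's exact test, within a range of 0.000167 to 0.67 over 3 alternatives), and the list was lower by limma's camera (adjusted p = 0.00432) and by fry, and not by camera with an estimated correlation, with TPM or once the length trend was removed. The paper reads its results as a loss of quiescence, and the median log2 fold change of the quiescence list was 1.10, while that of MuSC markers in general was 1.24 and that of the 14 quiescence genes outside the MuSC list 0.68.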

Other observations

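The tests of other cells as a source of OXPHOS and of cytokine transcripts, of the dissociation response, of the share of MuSCs and of gene length behind the count of genes were chosen only after the results were seen. Some of their criteria were also changed after values were seen, as stated beside each.

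Of 10 splits of the 5 mice into 2 and 3, 1, the real one, gave 7459 genes and the others gave 0, with 92 to 1656 genes at an unadjusted p under 0.05 in the others and 8935 in the real one. With 10 splits the share is never under 0.1, so the number of splits alone does not decide whether chance parted the mice along the diets.

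The Spearman correlation across genes between gene length and a library's level relative to the other libraries was between 0.299 and 0.338 in the VA-free libraries and between -0.331 and -0.152 in the control libraries. Genes are not independent replicates. Gene length as the whole source of the differences is argued against, since 5310 genes passed once the trend of each mouse was removed. A source of the trend was not tested, and RNA quality, the cDNA and biology stay open.

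Nuclear OXPHOS transcripts were lower on the VA-free diet. A length trend alone is argued against by a median of -0.6 after its removal, a GC trend by -1.29 after its removal, and a single control library by -1.06 without control 2A. Random lists matched on length and mean expression had a median of -0.76, and none of 10000 was as low as -1.28 (share 1e-04, the smallest they can give). RNA of myofibers or of other cells in the control libraries cannot be told apart from a change in MuSCs. The summed level of the myofiber list differed by 219.2 CPM and that of the OXPHOS genes by 6384.4 CPM, but the list had a median of -1.14, and how much OXPHOS RNA myofibers hold for their marker RNA is not known here. The endothelial list fell by 3.6 on the log2 scale, and the OXPHOS level of such cells is not known here either. Both verdicts were set by hand after values were seen, that on myofibers in place of an exclusion and that on other cells after a test on summed CPM had been replaced. Mitochondrially encoded transcripts were 0.59% to 0.857% of counts in the VA-free libraries and 3.66% to 4.848% in the control libraries. A biological effect of the diet stays open and was not tested apart from these.

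Of 8 marker lists of other cell types, all had a median below 0 and 6 were lower by both camera and fry. This is what RNA of other cells in the control libraries would give, and such cells are a candidate explanation for part of the lower RA pathway transcripts. At least 4 lists were required, a criterion set after seeing the values. The median log2 fold change was -3.60 for endothelial cells, -4.08 for Schwann cells, -4.01 for tenocytes, -3.53 for erythroid cells, -2.90 for pericytes and smooth muscle, -2.64 for fibro-adipogenic progenitors, -1.98 for macrophages and -1.14 for myofibers. Genes above 10 CPM in VA-free mice were 11 of 14, 2 of 10, 5 of 8, 3 of 5, 10 of 15, 10 of 15, 3 of 14 and 9 of 18 in this order. In the same order, summed CPM on the VA-free and control diets was 460.9 and 4658.8, 60.1 and 608.7, 1188.1 and 1817.5, 124.8 and 1598.4, 2108.1 and 3966.5, 18649.8 and 13661.8, 140.7 and 1004.7, and 522.5 and 741.7. The progenitor list thus had a higher sum on the VA-free diet, through Col3a1, with a log2 fold change of 1.38. Fabp4, the most abundant endothelial gene, was between 45.8 and 57.8 CPM in VA-free mice and between 702 and 2031 CPM in control mice, and Mbp, the most abundant Schwann cell gene, was between 23.1 and 30.2 CPM and between 231 and 383 CPM. The lists of tenocytes and MuSCs shared 1 gene, Chodl, and 2 pericyte and 2 myofiber genes are also shown in Supplemental Figure 1D.

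The MuSC list had a median of 1.24, with 13 of 14 genes higher past the threshold, all 14 above 10 CPM, and summed CPM of 10919.1 and 5090.7. A lower share of MuSCs in the control libraries would raise all other markers alike only if the mix of other cells stayed the same. The lower quartile of the myofiber list was -1.77 and the upper quartile of the endothelial list -3.2. These lists were thus not raised alike, with 9 of 18 myofiber genes above 10 CPM in VA-free mice. The mix of other cells is not known here, so this test cannot decide whether the share of MuSCs was lower. This pair of lists had been exchanged for another and was then restored. Of the other pairs looked at, the lists of Schwann cells (upper quartile -3.67) and macrophages (lower quartile -3.33) were apart, and those of macrophages and endothelial cells were not. A lower share of MuSCs and a change in single cell types both stay open.

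For Il6, Il15 and Ccl4, macrophages in the control libraries cannot be told apart from a change in MuSCs, since the macrophage list had a median of -1.98 that camera called and fry did not (adjusted p = 0.169, limma). The verdict changed when fry was also required. Cd74 and Lyz2, the most abundant macrophage genes, were between 3.28 and 106 CPM and between 12.1 and 65.9 CPM in VA-free mice, and between 97.1 and 767 CPM and between 152 and 587 CPM in control mice. A dissociation response cannot be told apart either, since the 22 immediate early genes had a median of -0.04 with 5 lower and 3 higher past the threshold, and summed CPM of 46162.3 and 45204.9. Its verdict was changed from an exclusion because the genes went both ways.

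The paper measures Pax7-nGFP, MyoD and Ki67 fluorescence in other samples. The genes Pax7, Myod1 and Mki67 were not among those set in advance, and the log2 fold changes were 0.76 for Pax7 (standard error 0.19, adjusted p = 0.0194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.82 for Myod1 (standard error 0.2, adjusted p = 0.0165 from the same test) and 0.28 for Mki67 (standard error 0.31, adjusted p = 0.509 from the same test). With the length trend removed they were 0.14, 0.86 and -0.37, and the call of Pax7 was lost. Its call was also lost in a fit that left out a VA-free mouse (adjusted p = 0.064 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The call of Myod1 was kept with the length trend removed and with each VA-free mouse left out in turn. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had counts in all 8 libraries, as the paper's use of male mice requires.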
